# Foxp1 suppresses cortical angiogenesis and attenuates HIF-1alpha signaling to promote neural progenitor cell maintenance

**DOI:** 10.1038/s44319-024-00131-8

**Published:** 2024-04-10

**Authors:** Jessie E Buth, Catherine E Dyevich, Alexandra Rubin, Chengbing Wang, Lei Gao, Tessa Marks, Michael RM Harrison, Jennifer H Kong, M Elizabeth Ross, Bennett G Novitch, Caroline Alayne Pearson

**Keywords:** Corticogenesis, Angiogenesis, HIF-1 Signaling, Autism, Neurodevelopment, Development, Neuroscience, Vascular Biology & Angiogenesis

## Abstract

Neural progenitor cells within the cerebral cortex undergo a characteristic switch between symmetric self-renewing cell divisions early in development and asymmetric neurogenic divisions later. Yet, the mechanisms controlling this transition remain unclear. Previous work has shown that early but not late neural progenitor cells (NPCs) endogenously express the autism-linked transcription factor Foxp1, and both loss and gain of Foxp1 function can alter NPC activity and fate choices. Here, we show that premature loss of Foxp1 upregulates transcriptional programs regulating angiogenesis, glycolysis, and cellular responses to hypoxia. These changes coincide with a premature destabilization of HIF-1α, an elevation in HIF-1α target genes, including Vegfa in NPCs, and precocious vascular network development. In vitro experiments demonstrate that stabilization of HIF-1α in Foxp1-deficient NPCs rescues the premature differentiation phenotype and restores NPC maintenance. Our data indicate that the endogenous decline in Foxp1 expression activates the HIF-1α transcriptional program leading to changes in the tissue environment adjacent to NPCs, which, in turn, might alter their self-renewal and neurogenic capacities.

## Synopsis

Foxp1 promotes HIF-1α stabilization and attenuates HIF-1α target gene expression to promote neural progenitor maintenance. This study highlights a potential mechanism by which neural progenitors may regulate the microenvironment and their response to it to modulate cell fate decisions.

- Conditional loss of Foxp1 in radial glia changes transcriptional programs that regulate hypoxia, glycolysis and angiogenesis.
- In vivo, loss of Foxp1 in radial glia destabilizes HIF-1α, increases expression of HIF-1α target genes and induces premature development of the cortical vasculature.
- In vitro, pharmacological stabilization of HIF-1α in Foxp1-deficient neural progenitors is sufficient to rescue the premature differentiation phenotype.

## Abstract (web summary)

Foxp1 promotes HIF-1α stabilization and attenuates HIF-1α target gene expression to promote neural progenitor maintenance. This study highlights a potential mechanism by which neural progenitors may regulate the microenvironment and their response to it to modulate cell fate decisions.

## Introduction

The temporal specification of neuronal subtypes in the mammalian cortex arises through progressive changes in the transcriptional states of cortical progenitors termed radial glia (RG) (Desai and McConnell, 2000; Shen et al, 2006). Early in development, RG undergo symmetric self-renewing cell divisions to expand the progenitor pool. Early RG (~embryonic day E12–13 in mouse) have the potential to generate all classes of excitatory glutamatergic neurons and glia (Beattie and Hippenmeyer, 2017). Late RG (~E13.5–15.5 in mice) generate basal progenitors, including intermediate progenitors and basal radial glia that, in turn, amplify the generation of later-born excitatory neurons which make up the upper layers of the cortex (Taverna et al, 2014). The precise timing of the switch from multipotent RG to more restricted RG is integral to the layered organization of the cortex and orderly assembly of circuits.

We previously demonstrated that early RG highly express the autism-linked transcription factor Foxp1, which promotes symmetric cell divisions and self-renewal, and sustains the potential to generate both early-born deep-layer neurons and later-born upper-layer neurons (Pearson et al, 2020). The endogenous downregulation of Foxp1 in late RG at mid-neurogenic stages is required to transition to asymmetric neurogenic divisions. Conditional removal of Foxp1 function from early RG resulted in a premature transition to intermediate progenitor generation and neuronal differentiation, resulting in a reduction of early-born deep-layer neurons and a concomitant increase in upper-layer neurons (Pearson et al, 2020). However, the mechanisms through which Foxp1 promotes early RG character were unclear.

Recent single-cell RNA-Seq studies have shown that RG become increasingly responsive to extrinsic signals in the embryonic environment as development proceeds, particularly metabolic substrates made available through the developing vascular network (Telley et al, 2019; Dong et al, 2022). The switch of RG from symmetric self-renewing cell divisions to asymmetric neurogenic divisions has been associated with the relief from hypoxia as the vascular network forms and changes in RG glycolytic activity (Lange et al, 2016; Komabayashi-Suzuki et al, 2019).

Here, we show that early loss of Foxp1 in RG leads to transcriptional changes in genes associated with angiogenesis, Hypoxia Inducible Factor 1 alpha (HIF-1α) signaling, and glycolysis. In situ hybridization (ISH) and immunohistochemical (IHC) analyses demonstrated that many of the deregulated genes, including the HIF-1α targets *Vegfa*, *Slc2a1* (encodes glucose transporter 1, Glut1), and *Ldha* (encodes Lactate dehydrogenase A), are expressed by early RG. We further observed that *Vegfa* transcript and protein are endogenously upregulated in RG as Foxp1 levels decline, and these changes coincide with the onset of angiogenesis. Moreover, the deletion of Foxp1 from early cortical progenitors resulted in early destabilization of HIF-1α protein, upregulation of HIF-1α targets, including Glut1, Ldha, and Vegfa, and accelerated development of the cortical vasculature. Finally, our in vitro studies demonstrate that HIF-1α stabilization is sufficient to rescue the premature differentiation of Foxp1-deficient neural progenitor cells (NPCs). These findings reveal that Foxp1 attenuates the HIF-1α signaling pathway, suppressing angiogenesis and prolonging conditions that sustain early RG character.

## Results and discussion

### Early loss of Foxp1 in radial glia upregulates genes associated with neuronal differentiation, angiogenesis, HIF-1 signaling, and glycolysis

To examine the role of Foxp1 directing the transition from self-renewal to neurogenic divisions, we dissected samples of the lateral cortex (within the presumptive somatosensory cortex) from embryonic day (E)12.5 control (*Emx1*^*Cre*^ negative littermates) and *Foxp1*^*fl*/fl^; *Emx1*^*Cre/+*^ (termed *Foxp1*^*cKO*^) mutant embryos and performed bulk RNA-Seq analysis (Figs. 1A and EV1A–C). 

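Lateral cortex from 6 female embryos at E12.5 was sequenced, 4 from Cre-negative controls and 2 from embryos labelled Foxp1cKO. By their labels, controls 1, 2 and 4 were heterozygous for the floxed Foxp1 allele and control 3 was homozygous. The authors aligned the paired-end reads to the mouse genome (mm10) with STAR, counted them on genes with HTSeq in its union mode, and removed genes with low expression. The deposited values are whole, unnormalized counts for 17068 genes. Between 50076008 and 78346979 reads per library were counted on genes, with a median of 68340415.5 in the controls and 62580764 in the libraries labelled Foxp1cKO. At these totals, 3 counts, taken as the smallest amount a library can show, correspond to 0.0383 to 0.0599 CPM (edgeR's counts scaled to a common library size), a floor that covers counting error only. Counts were normalized by edgeR's TMM method. The groups were compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05 on the adjusted p-value. The model held the group alone, since the litter that the authors also modelled was not used here. A division of the libraries that returned the paper's values puts controls 1 to 3 apart from both libraries labelled Foxp1cKO. The model of group alone mixes the group with any effect of that division. Gene positions are from GENCODE M21 (GRCm38, the assembly also called mm10), in which 17047 of the 17068 gene identifiers were found. Foxp1 (ENSMUSG00000030067.17, chromosome 6, 98925338 to 99522721) had 59.7, 60.8, 71.2 and 79.1 CPM in controls 1 to 4. It had 83.2 CPM in the library labelled Foxp1cKO 1, above every control, and 76.8 CPM in the library labelled Foxp1cKO 2, below control 4 alone. Its log2 fold change was 0.24 (standard error 0.129, adjusted p = 0.468 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The Foxp1 count was thus not lower in the libraries labelled Foxp1cKO, and a count over the whole gene does not separate the floxed exons from the others. For this reason the groups are named by their labels, and every direction given for them rests on those labels. Xist, transcribed from the inactive X chromosome, had between 1917 and 2685 CPM in all 6 libraries. With 4 libraries against 2, an exact permutation test of one value cannot give a two-sided p under 0.133 or a one-sided p under 0.0667.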

We previously demonstrated that Cre recombination occurs at E10.5, and significant Foxp1 protein loss occurs at E11.5 (Pearson et al, 2020). Of the 514 significantly misregulated genes, 307 were upregulated (log_2_ fold change >0.5), and 80 were downregulated (log_2_ fold change < −0.5), consistent with the reported role of Foxp1 as a transcriptional repressor in other tissues (Zhang et al, 2010) (Fig. EV1A and Tables EV1–EV2). 

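Of the 17068 genes, 26 had an adjusted p-value under 0.05 between the libraries labelled Foxp1cKO and the controls (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). All 26 were higher in the libraries labelled Foxp1cKO, by log2 fold changes of 0.66 to 4.69, and in each of them both libraries exceeded all 4 controls. Lower genes past the threshold numbered 0, whereas 1109 of the 2224 genes with an unadjusted p-value under 0.05 were lower, 216 of them by more than 0.5 on the log2 scale. Among the alternatives set before the data were examined, the number moved most with DESeq2's Wald test on the same model, which called 507 genes, 310 higher and 197 lower. These included 25 of the 26. Replicate numbers 1 and 2 occur in both groups. Across genes, the difference of control 1 from control 2 correlated at -0.117 with that of the library labelled Foxp1cKO 1 from Foxp1cKO 2. With the replicate number as a block, 0 genes passed the threshold, against 26 without it, and 3027 had an unadjusted p-value under 0.05. Controls 3 and 4 share no number with the other group, so they add nothing to the group effect in that fit. Its estimate of the spread rests on very little. With the numbers crossed between the groups, a pairing added after the data were examined, 1301 genes passed, 842 higher and 459 lower. The correlation of the differences is then 0.117 by definition, with its sign reversed. Both pairings compare the same libraries, so their log2 fold changes nearly coincide (1.87 for Vegfa in each). Their list results are therefore not separate checks. The 10 largest changes past the threshold were those of F630040K05Rik, Gm15283, Esm1, Angpt2, Kcne3, Tnfrsf9, Gm9869, Bnip3, Depp1 and Adm. F630040K05Rik, a long noncoding RNA gene (ENSMUSG00000097727.7, chromosome 17, 45734506 to 45788594), had 1.36 ± 0.629 CPM in the controls (SD, n = 4) and 35.5 ± 3.49 CPM in the libraries labelled Foxp1cKO (SD, n = 2). This was the largest of the 26 changes (standard error 0.353, adjusted p = 0.00963 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gm15283 (ENSMUSG00000087700.2, chromosome 12, 73843039 to 73949814) had a log2 fold change of 4.29 (standard error 0.315). It is annotated as antisense and spans Hif1a on the other strand. The paper's text does not name the strand setting of the counting, so the values of Gm15283 and of Gm9869, another antisense gene, are uncertain. Among the controls, Depp1 was highest in control 4, which stood apart from the other 3 and was below both libraries labelled Foxp1cKO.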

The main human disease categories associated with these upregulated genes included schizophrenia, autism, intellectual disorders, neurodevelopmental disorders, glycogen storage disorders, and seizures (Fig. EV1B). Gene ontology analyses showed that terms associated with DNA replication, cell cycle/mitosis, and RNA metabolism were underrepresented in the absence of Foxp1 (Fig. 1B). 

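Lists of genes for these processes were written before the data were examined. Each was tested with camera, which asks whether the genes of a list moved together relative to all other genes, on the edgeR fit with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 10 lists. Of 43 DNA replication genes, 42 were in the table, 40 of them lower and 2 higher in the libraries labelled Foxp1cKO. Their median log2 fold change was -0.18 (adjusted p = 5.2e-05 from camera on the edgeR fit with Benjamini-Hochberg adjustment). Their mean log2 CPM was 6.23 ± 0.232 in the controls (SD, n = 4) and 6.07 ± 0.0268 in the libraries labelled Foxp1cKO (SD, n = 2), a difference smaller than the spread of the controls. Against controls 1, 2, 3 and 4 taken one at a time, the median difference was -0.19, -0.082, 0.076 and -0.48, so it was not lower against control 3. In the model of group alone no gene of the list passed the threshold: the number was 0 over all genes and 0 over the list alone, and 1 had an unadjusted p-value under 0.05. The paper's Table EV2 lists Rfc4, Rfc3, Pcna, Prim1, Pola1, Pole3, Cdc6 and Wdhd1 of these genes, at -0.75 to -0.51. DESeq2 with a 2-level covariate, chosen after the data were seen by its match with Tables EV1 and EV2, returned these values. With that covariate the group effect rests on control 4 alone among the controls. With the replicate block, the median was -0.15 (adjusted p = 6.7e-05 from camera on the edgeR fit), and 5.8e-05 was the adjusted p with the numbers crossed. The list moved most when camera estimated the inter-gene correlation from the data, where its adjusted p was 0.656, against a range of 1.0e-10 to 0.656 over its alternatives on the edgeR, DESeq2 and limma fits, and without control 4 the list did not pass the threshold either. The 45 genes of G2/M and mitosis had a median of -0.095 (adjusted p = 0.00652 from camera on the edgeR fit with Benjamini-Hochberg adjustment), with 38 lower and 7 higher. Their means were 6.99 ± 0.216 and 6.90 ± 0.0896 log2 CPM in the controls and in the libraries labelled Foxp1cKO, also within the spread of the controls, and the median difference from control 3 was 0.16. Here 0 genes passed over all genes or over the list alone, and 1 had an unadjusted p-value under 0.05. Of this list, Table EV2 has Aurka, at -0.61. The block gave a median of -0.093 (adjusted p = 0.00356 from camera on the edgeR fit, and 0.00702 with the numbers crossed). The list was no longer past the threshold without control 4, with the estimated correlation, or as a percentile among random lists. All 54 genes of RNA metabolism were lower, with a median of -0.20 (adjusted p = 1.0e-10 from camera on the edgeR fit with Benjamini-Hochberg adjustment). Their means were 6.18 ± 0.135 and 5.98 ± 0.0431 log2 CPM, and the median difference from single controls ran from -0.36 to -0.052. Of these genes, 0 passed over all genes or over the list alone in the model of group alone, and 18 had an unadjusted p-value under 0.05. Table EV2 lists Pno1, Lsm5, Utp6, Tbl3, Phf5a, Alyref, Heatr1 and Ppil1 of them, at -0.68 to -0.51, values that the 2-level covariate also returned. With the block, the median of RNA metabolism was -0.19 (adjusted p = 2.0e-08 from camera on the edgeR fit, and 2.9e-08 with the numbers crossed), and with the estimated correlation the list did not pass.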

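Ccne1, which encodes cyclin E1 (ENSMUSG00000002068.16, chromosome 7, 38097984 to 38107534), had 25.2 ± 5.53 CPM in the controls (SD, n = 4) and 14.6 ± 1.58 CPM in the libraries labelled Foxp1cKO (SD, n = 2). Its log2 fold change was -0.79 (standard error 0.213, adjusted p = 0.265 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both libraries were below all controls, and the change stayed between -0.92 and -0.66 when each library was left out in turn. Cdk2 (ENSMUSG00000025358.16, chromosome 10, 128697939 to 128705031) changed by -0.21 (standard error 0.134, adjusted p = 0.533 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The change of Ccne2, which encodes cyclin E2, was -0.14 (standard error 0.173), less than its standard error, and its sign reversed to 0.0063 without control 4, the control that stood apart for this gene. With DESeq2 and the 2-level covariate, where the group effect rests on control 4 alone, Ccne2 changed by -0.50, Cdk2 by -0.37 and Ccne1 by -1.10. Of 54 nuclear genes of the mitochondrial respiratory chain, 53 were in the table, 49 lower and 4 higher. The median of this list was -0.17 (adjusted p = 2.1e-10 from camera on the edgeR fit with Benjamini-Hochberg adjustment). Its mean log2 CPM was 6.08 ± 0.0617 in the controls (SD, n = 4) and 5.90 ± 0.105 in the libraries labelled Foxp1cKO (SD, n = 2), and the median difference from single controls was between -0.24 and -0.11. Over all genes 0 of them passed the threshold, over the list alone 2 did, and 19 had an unadjusted p-value under 0.05. Table EV2 has Cycs, at -0.58, and Atp5k, at -0.53, from this list. The replicate block left the list's median at -0.18 (adjusted p = 1.8e-07 from camera on the edgeR fit, and 4.2e-07 with the numbers crossed). With the inter-gene correlation estimated from the data, the list did not pass the threshold.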

Concordantly, subcellular compartments associated with the top downregulated genes included the cyclin E1-CDK2 complex, the replication fork, and the mitochondrion (Table EV3). Without Foxp1, biological processes such as nervous system development, neuron differentiation, and cell-cell signaling were overrepresented (Fig. 1B). In addition, among the most overrepresented processes and pathways in Foxp1^cKO^ cortices were responses to cell-cell signaling, regulation of blood circulation, glycolysis/gluconeogenesis, and HIF-1 signaling (Fig. 1B). 

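Of 46 genes of neuron differentiation, 44 were in the table, 18 higher and 26 lower in the libraries labelled Foxp1cKO. The list's median log2 fold change was -0.042 (adjusted p = 0.662 from camera on the edgeR fit with Benjamini-Hochberg adjustment), at percentile 51.2 of 10000 random lists matched in size and mean expression. Its mean was 7.10 ± 0.386 log2 CPM in the controls (SD, n = 4) and 7.10 ± 0.0607 in the libraries labelled Foxp1cKO (SD, n = 2). The controls themselves differed more than the groups did: against controls 1, 2, 3 and 4 the median difference was 0.035, -0.13, -0.39 and 0.52. With the 2-level covariate that returned Tables EV1 and EV2, the group effect rests on control 4 alone, against which the list was higher. No list was tested with that covariate, so the model of group alone does not decide that comparison. Genes past the threshold numbered 0, over all genes and over the list alone, and 1 had an unadjusted p-value under 0.05. In the model with the replicate block, the median was -0.051 (adjusted p = 0.0444 from camera on the edgeR fit), and with the numbers crossed the adjusted p was 0.0577. Without control 3 the median of this list reversed to 0.038 and passed the threshold as higher (adjusted p = 0.0494 from camera on the edgeR fit), and without control 4 it passed as lower, at -0.13 (adjusted p = 5.8e-05 from camera on the edgeR fit). The 50 synapse genes, 40 of them higher, had a median of 0.11 (adjusted p = 0.0071 from camera on the edgeR fit with Benjamini-Hochberg adjustment). Their mean log2 CPM was 5.37 ± 0.424 in the controls (SD, n = 4) and 5.58 ± 0.0017 in the libraries labelled Foxp1cKO (SD, n = 2), a difference within the spread of the controls. Against single controls, the synapse genes differed by medians of 0.34, 0.087, -0.31 and 0.68, so they were lower than in control 3. Their largest rise was against control 4, on which the group effect rests with the 2-level covariate. Again 0 genes passed over all genes or over the list alone, and 2 had an unadjusted p-value under 0.05. With the block their median was 0.19 (adjusted p = 0.000594 from camera on the edgeR fit, and 2.0e-05 with the numbers crossed). Without control 4 the median of the synapse list reversed to -0.0062. Some genes are in both lists.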

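All 19 listed genes of glycolysis were in the table, 15 of them higher in the libraries labelled Foxp1cKO, with a median log2 fold change of 1.02. The list's adjusted p was 1.1e-34 (from camera on the edgeR fit with Benjamini-Hochberg adjustment). Mean log2 CPM rose from 7.05 ± 0.151 in the controls (SD, n = 4) to 7.86 ± 0.165 (SD, n = 2), a difference several times the spread in either group. The median difference from single controls was 0.87, 0.93, 1.17 and 0.78. Over all genes 3 of the 19 passed the threshold, and over the list alone 14 did. In the model with the replicate block, the median of glycolysis was 1.02 as well (adjusted p = 2.8e-43 from camera on the edgeR fit, and 3.7e-50 with the numbers crossed). Of 33 HIF-1 targets outside glycolysis, 32 were in the table, 29 higher and 3 lower. Their median was 0.92 (adjusted p = 5.4e-63 from camera on the edgeR fit with Benjamini-Hochberg adjustment). Their mean was 4.00 ± 0.0973 log2 CPM in the controls (SD, n = 4) and 4.97 ± 0.196 in the libraries labelled Foxp1cKO (SD, n = 2). For these targets the median difference from single controls was 0.89, 0.87, 1.05 and 0.68. Over all genes 6 passed the threshold, and 22 did over the list alone. With the block, their median was 0.93 (adjusted p = 4.6e-39 from camera on the edgeR fit, and 1.4e-44 with the numbers crossed). The paired differences of their medians were 0.72 and 1.05 between same-numbered libraries and 0.63 and 1.05 between crossed ones. Both lists were past the threshold in every alternative that tested them, which excludes the fits without a library labelled Foxp1cKO and the surrogate variable. Their medians moved most when the genes of Fig. 1C and Tables EV1 and EV2 were left out, after which 10 glycolysis genes had a median of 0.61 and 19 HIF-1 targets a median of 0.55. Their adjusted p moved most when camera estimated the inter-gene correlation from the data, to 0.0189 for each list (on the edgeR fit). A list of 12 immediate early genes was also higher, with a median of 0.52. Hif1a itself (ENSMUSG00000021109.13, chromosome 12, 73901375 to 73947530) had a log2 fold change of 0.058 (standard error 0.0933, adjusted p = 0.83 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).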

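Pfkl, which encodes the liver subunit of 6-phosphofructokinase (ENSMUSG00000020277.10, chromosome 10, 77986947 to 78010083), had a log2 fold change of 1.29 (standard error 0.116, adjusted p = 0.0162 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Pfkp, which encodes the platelet subunit, it was 1.02 (standard error 0.282, adjusted p = 0.270 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with both libraries labelled Foxp1cKO above all controls. Pfkm, which encodes the muscle subunit, changed by -0.14 (standard error 0.103) and did not separate the groups. Among the glucose transporter genes, Slc2a3 (ENSMUSG00000003153.10, chromosome 6, 122727809 to 122801640) had 20.2 ± 1.46 CPM in the controls (SD, n = 4) and 45.5 ± 0.138 CPM in the libraries labelled Foxp1cKO (SD, n = 2). Its log2 fold change was 1.17 (standard error 0.0919). Slc2a4, Slc2a8, Slc2a10, Slc2a12 and Slc2a13 changed by between -0.16 and 0.18, and none of them passed the threshold. Slc2a12, at the upper end, was lowest in control 3, which stood apart from the other controls. Of the NMDA receptor genes, Grin1 changed by 0.54 (standard error 0.383) and Grin2a by 0.84 (standard error 0.465). For Grin2b the change was 0.26 (standard error 0.458). Grin3b changed by 0.46, Grin2d by 0.088 and Grin3a by -0.038. The smallest adjusted p of these 6 genes was 0.480 (from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in the model of group alone. With DESeq2 and a 2-level covariate, chosen after the data were seen by its match with Tables EV1 and EV2, Grin1 (1.57) and Grin2b (1.52) passed the threshold. Grin2b had 113 CPM in control 3 and 28.3 CPM in control 4, and the libraries labelled Foxp1cKO lay between them at 88.6 and 71.8 CPM.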

Subcellular compartments associated with the upregulated genes include the 6-phosphofructokinase complex, glucose transporter complex, and synapses (Table EV4).

**Figure 1:**
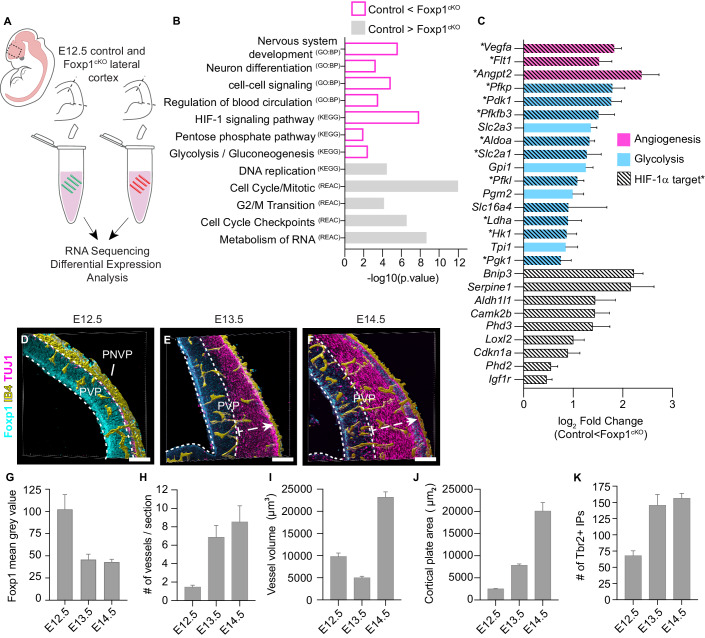
Processes regulating angiogenesis, HIF-1 signaling, and glycolysis are upregulated upon conditional removal of Foxp1. (**A**) RNA collected from E12.5 control and Foxp1^cKO^ cortices. (**B**) Gene ontology terms associated with significantly misregulated genes in the Foxp1^cKO^ cortex at E12.5. GO terms: BP, biological process; KEGG, pathways, REAC, reactome pathway. (**C**) Significantly misregulated genes associated with angiogenesis (magenta), glycolysis (blue), and HIF-1α signaling (white/hashed lines) in Foxp1^cKOs^ at E12.5. * and bars with hashed lines are also HIF-1α targets. (**D**–**F**) 3D surface rendering of IB4^+^ blood vessels in the cortex from E12.5 to E14.5 with Foxp1 and TUJ1 expression. White dashed arrows delineate cortical plate. (**G**–**J**) Foxp1 intensity, periventricular plexus vessel (PVP) number, volume, and cortical plate area in the lateral cortex at E12.5–E14.5. (**K**) Number of Tbr2^+^ progenitors (per 200 μm^2^) in wild-type cortex at E12.5–E14.5. Scale bars 100 μm. Data information: Statistical significance determined by ANOVA (**B**, **C**). *N* = 4 controls, 2 mutants (**B**, **C**). *N* = 5 (**G**), 4 (**H**), 3–4 (**I**), 3–4 (**J**), 3–4 (**K**) embryos/time point. All data represented as mean ± SEM. Source data are available online for this figure.

**Figure EV1:**
RNA Seq analysis of Foxp1^cKO^ cortex. (**A**) Volcano plot of gene expression changes in the absence of Foxp1 in E12.5 lateral cortex compared to control embryos. Gray circles denote non-significant gene changes (adjusted *p*-value > 0.05); red circles denote significantly differentially expressed genes (adjusted *p*-value < 0.05). (**B**) Human disorders associated with genes significantly misregulated in Foxp1^cKO^ mutants at E12.5. (**C**) The principal component analysis (PCA) of control and Foxp1cKO mutants shows PC1 and PC2. (**D**–**F**) IHC for Tbr2^+^ intermediate progenitors in wild-type cortex at E12.5, E13.5, and E14.5. Schematic denotes area image in (**D**–**F**). Scale bars 50 μm. Data information: significance determined by ANOVA (**A**, **B**).

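Vegfa (ENSMUSG00000023951.17, chromosome 17, 46016993 to 46032369) had 69.7 ± 3.24 CPM in the controls (SD, n = 4) and 249 ± 25.4 CPM in the libraries labelled Foxp1cKO (SD, n = 2). Its log2 fold change was 1.84 (standard error 0.084, adjusted p = 0.00165 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the model with the replicate block, it was 1.87, with an adjusted p of 0.0808 from the same edgeR test, and paired differences were 1.70 and 2.04 between same-numbered libraries and 1.83 and 1.91 between crossed ones. Ldha (ENSMUSG00000063229.15, chromosome 7, 46841475 to 46855627) rose from 387 ± 121 CPM (SD, n = 4) to 994 ± 110 CPM (SD, n = 2). The change of 1.36 (standard error 0.262) did not pass the threshold over all genes (adjusted p = 0.196 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its adjusted p over the glycolysis list alone was 0.00311. Slc2a1 (ENSMUSG00000028645.11, chromosome 4, 119108711 to 119137983) rose from 93.6 ± 11.7 CPM (SD, n = 4) to 232 ± 72.8 CPM (SD, n = 2). Its change of 1.31 (standard error 0.185) did not pass the threshold either (adjusted p = 0.0758 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For each of the 3 genes, both libraries labelled Foxp1cKO exceeded all 4 controls. With DESeq2 and with 1 surrogate variable in the model, Ldha and Slc2a1 did pass. Among the other genes in Fig. 1C, Gpi1 (1.41), Flt1 (1.64), Angpt2 (2.76) and Bnip3 (2.53) passed the threshold, with the log2 fold changes given. Egln3 (1.72), Loxl2 (1.47), Cdkn1a (1.03), Egln1 (0.54), Tpi1 (1.21), Pgk1 (1.16), Hk1 (0.53) and Igf1r (0.40) were higher without passing it. Camk2b (0.089), Pgm2 (-0.090) and Aldh1l1 (-0.26) did not separate the groups. RefSeq lists Pgm2 as an older symbol of Pgm1, so the Pgm2 of the figure may be Pgm1. Pgm1, chosen after its values were seen, changed by 1.30 without passing the threshold. With DESeq2 and the 2-level covariate chosen after the data were seen, Camk2b (1.44), Aldh1l1 (1.45) and Hk1 (0.87) passed the threshold.

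**Figure D1:**
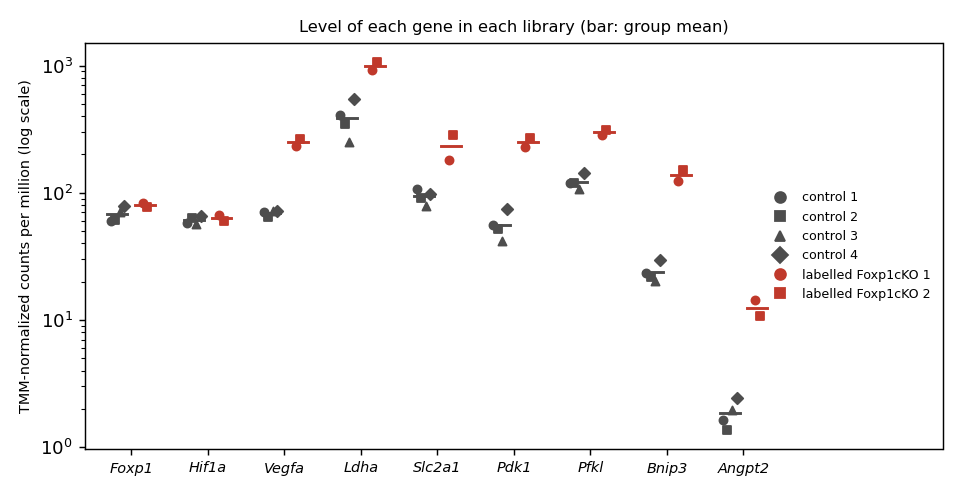
Level of Foxp1, Hif1a, Vegfa, Ldha, Slc2a1, Pdk1, Pfkl, Bnip3 and Angpt2 in each library, in TMM-normalized CPM on a log axis. Points are the 4 controls and the 2 libraries labelled Foxp1cKO, and bars are group means; both labelled libraries lie above all controls for every gene except Foxp1 and Hif1a.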

Consistent with these findings, we found that many essential genes involved in glycolysis, HIF-1 signaling, and angiogenesis were upregulated in the absence of Foxp1, including *Vegfa*, *Ldha*, and *Slc2a1* (Fig. 1C). Thus, early loss of Foxp1 in RG leads to transcriptional increases in genes associated with differentiation, angiogenesis, and increased dependence on metabolites such as oxygen and glucose.

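Of 25 angiogenic factors and receptors, 24 were in the table, 14 higher and 10 lower in the libraries labelled Foxp1cKO. The list's median log2 fold change was 0.15 (adjusted p = 9.5e-19 from camera on the edgeR fit with Benjamini-Hochberg adjustment), and single genes ran from -0.42 to 3.20. The rise was carried by a part of the list, since 6 genes passed the threshold over all genes and 9 over the list alone. Mean log2 CPM was 3.10 ± 0.165 in the controls (SD, n = 4) and 3.71 ± 0.0448 in the libraries labelled Foxp1cKO (SD, n = 2). The median difference was 0.0062, 0.33, 0.44 and 0.22 against controls 1, 2, 3 and 4. With the replicate block, the median was 0.20 (adjusted p = 2.0e-08 from camera on the edgeR fit, and 1.5e-07 with the numbers crossed). The list moved most when the genes of Fig. 1C and Tables EV1 and EV2 were left out, after which the median of the other 18 was -0.013. Vegfa and Adm are also in the list of HIF-1 targets. The 11 genes of the pentose phosphate pathway, another route of glucose, had a median of -0.12 (adjusted p = 0.0643 from camera on the edgeR fit with Benjamini-Hochberg adjustment), with 2 higher and 9 lower. Their mean log2 CPM was 5.37 ± 0.109 and 5.27 ± 0.0084 in the 2 groups. For these genes 0 passed the threshold and 1 had an unadjusted p-value under 0.05, and the block gave a median of -0.15 (adjusted p = 0.0812 from camera on the edgeR fit, and 0.0762 with the numbers crossed). The pathway's list did pass the threshold with limma, at -0.10, and without control 3, at -0.17. From the terms overrepresented among the genes that were higher in its own analysis, and from genes such as Vegfa among them, the paper concludes that early loss of Foxp1 in radial glia raises the expression of genes of differentiation, angiogenesis, and the use of oxygen and glucose.

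**Figure D2:**
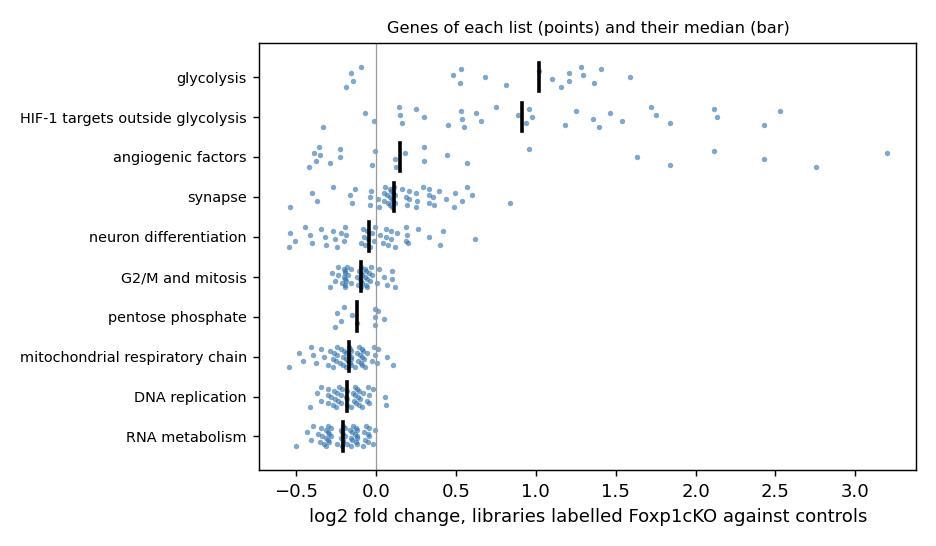
Log2 fold changes (libraries labelled Foxp1cKO against controls) of the genes in each of the 10 lists. Points are genes and bars are list medians, which run from -0.20 for RNA metabolism to 1.02 for glycolysis.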

### The endogenous downregulation of Foxp1 coincides with the elaboration of the cortical vasculature

Given the increased expression of genes connected to processes such as blood circulation in Foxp1 mutants, we asked whether Foxp1 downregulation during normal cortical development coincided with changes in cortical vasculature. IHC analysis of Foxp1 protein levels in RG and the presence of Isolectin IB4^+^ blood vessels, followed by surface rendering of the blood vessels, enabled us to distinguish periventricular plexus (PVP) vessels from those originating from the perineural vascular plexus (PNVP). Our analyses confirmed that there are few PVP vessels at E12.5 when Foxp1 levels are highest (Fig. 1D,G,H). As previously reported (Vasudevan et al, 2008), the cortex is perfused ventrodorsally (Fig. 1D). Foxp1 downregulation at E13.5 coincides with the onset of angiogenesis in the cortex, i.e., an increased number of vessels per section, followed by an increase in PVP vessel volume at E14.5 (Fig. 1E–I). At these time points, we observed a significant increase in Tbr2^+^ IPs and cortical plate thickness as TUJ1^+^ neurons were generated (Figs. 1E,F,J,K and EV1D–F).

### Foxp1 attenuates the HIF-1α signaling response in radial glia

Previous reports demonstrated that HIF-1α expression is destabilized between E11.5 and E12.5 (Lange et al, 2016). Using IHC, we analyzed HIF-1α expression and found it is expressed in Nestin^+^ RG at E11.5 when Foxp1 expression is low (Fig. 2A–D). By the next day (E12.5), HIF-1α is downregulated in the cortex as Foxp1 expression increases (Fig. 2E–H). HIF-1α expression was detected in Nestin^+^ RG at low levels in the dorsal-most lateral cortex and higher levels in the medial cortex (Fig. 2I,J). This pattern is consistent with the ventral to dorsal vascularization of the cortex. In Foxp1^cKO^ cortices at E12.5, while HIF-1α expression in the dorsolateral cortex remained low/absent, there was a significant decrease in HIF-1α staining in the medial cortex (Fig. 2K–N).

**Figure 2:**
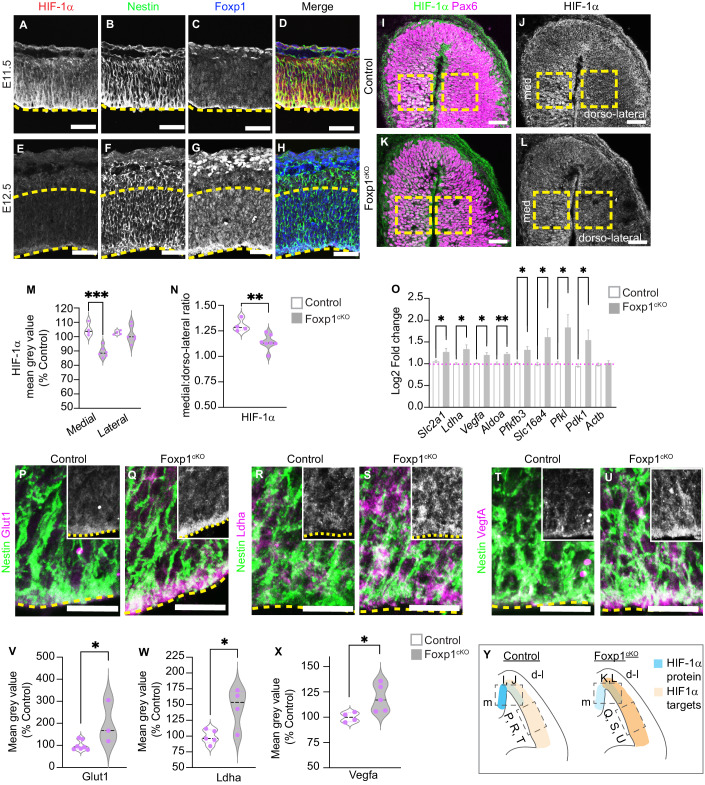
HIF-1α expression is reduced, and HIF-1α targets are upregulated in RG in the absence of Foxp1. (**A**–**H**) IHC analysis of HIF-1α and Foxp1 in Nestin^+^ RG at E11.5 and E12.5 wild-type cortex. (**I**–**L**) IHC analysis of Pax6 and HIF-1α expression in the medial and dorsolateral cortex at E12.5 in control and Foxp1^cKO^ mutants. Boxed areas indicate regions quantified in (**M**) and (**N**). (**M**, **N**) HIF-1α mean gray value (percent control) and medial to dorsal ratio in control and Foxp1^cKO^ mutant cortex at E12.5. (**O**) Quantification of mRNA fold enrichment (normalized to *Actb*) for *Slc2a1, Ldha, Vegfa, Aldoa, Pfkfb3, Slc16a4, Pfkl, Pdk1*, and *Actb* in control and Foxp1^cKO^ by qPCR in the lateral cortex at E12.5. (**P**–**U**) IHC for Glut1, Ldha, Vegfa, and Nestin in control and Foxp1^cKO^ mutants in the VZ of the cortex at E12.5. The inset is Glut1/Ldha/Vegfa only. (**V**) Glut1 mean gray value (percent control) in control and Foxp1^cKO^ mutant Nestin^+^ RG at E12.5. (**W**) Ldha mean gray value (percent control) in control and Foxp1^cKO^ cortex at E12.5. (**X**) Vegfa mean gray value (percent control) in control and Foxp1^cOn^ cortex at E12.5. (**Y**) Summary of HIF-1α and target gene expression in control and Foxp1^cKO^ cortex at E12.5. Dashed lines demarcate the ventricular zone. Scale bars 50 μm (**A**–**L**), 20 μm (**P**–**U**). Data information: *p* = 0.0003 and 0.0055, respectively, Student’s t-test. *N* = 7 control, 6 mutants (**M**, **N**). *N* = 3 control, 3 mutants (3 litters). *p* values = 0.039 (*Slc2a1*), 0.0256 (*Ldha*), 0.013 (*Vegfa*), 0.0073 (*Aldoa*), 0.0177 (*Pfkfb3*), 0.0152 (*Slc16a4*), 0.0183 (*Pfkl*), 0.0392 (*Pdk1*). Student’s t-test (**O**). *p* = 0.0262, Student’s t-test. *N* = 7 control, 3 mutants (**V**). *p* = 0.0169, Student’s t-test. *N* = 5 control, 4 mutants (**W**). *p* = 0.0328, Students t-test. *N* = 4 control, 5 mutants (**X**). All data represented as mean ± SEM. Source data are available online for this figure.

Next, we sought to determine whether RG express key HIF-1α targets at E12.5. From our RNA-Seq dataset, we selected HIF-1α targets involved in glycolysis and analyzed expression by ISH. 

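Aldoa (ENSMUSG00000030695.16, chromosome 7, 126795234 to 126800751) had 199 ± 29.0 CPM in the controls (SD, n = 4) and 599 ± 33.9 CPM in the libraries labelled Foxp1cKO (SD, n = 2) of the RNA-Seq dataset. The log2 fold change was 1.59 (standard error 0.129, adjusted p = 0.0104 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and control 4 stood apart above the other controls. Pdk1 (ENSMUSG00000006494.11, chromosome 2, 71873224 to 71903858) had 55.96 ± 13.8 CPM (SD, n = 4) and 250 ± 28.1 CPM (SD, n = 2). It changed by 2.16 (standard error 0.206, adjusted p = 0.0178 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pfkl had 122 ± 15.1 CPM (SD, n = 4) and 298 ± 17.4 CPM (SD, n = 2). Pfkfb3 (ENSMUSG00000026773.19, chromosome 2, 11471433 to 11554077) had 71.5 ± 11.8 CPM (SD, n = 4) in the controls. The libraries labelled Foxp1cKO differed for this gene, at 111 and 201 CPM. Its change of 1.12 (standard error 0.242) did not pass the threshold (adjusted p = 0.236 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Slc16a4 (ENSMUSG00000027896.15, chromosome 3, 107291230 to 107312115) was low in every library, with between 24 and 59 counts, and the groups overlapped. Its change was 0.41 (standard error 0.374, adjusted p = 0.668 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Slc16a3, which encodes another monocarboxylate transporter, changed by 2.89 (standard error 0.377) without passing the threshold (adjusted p = 0.0658 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the same family, Slc16a1 changed by 0.023 and Slc16a7 by 0.24, and neither passed.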

Several glycolysis genes are specifically expressed in the VZ, including *Slc2a1, Ldha, Aldoa, Pfkl, Pfkfb3, Pdk1*, and *Slc16a4* (Fig. EV2A–G). Western blot analyses of E11.5, E12.5, and E13.5 wild-type cortex lysates demonstrate HIF-1α protein levels decrease while Glut1 levels increase (Fig. EV2H–J). Ldha levels decrease between E11.5 and E12.5 but remain stable between E12.5 and E13.5 (Fig. EV2H,K). Vegfa levels similarly decrease between E11.5 and E12.5, though slightly increase between E12.5 and E13.5 (Fig. EV2H,L). A caveat to this analysis is that protein lysates include RG and other cell types in the cortex at each stage, including endothelial cells. Thus, we performed IHC with each antibody and Nestin to better assess protein abundance in RG.

**Figure EV2:**
HIF-1α target gene expression in RG in the wild-type cortex. (**A**–**G**) Wild-type mRNA expression of glycolysis genes *Slc2a1, Ldha, Aldoa, Pfkl, Pfkfb3, Pdk1*, and *Slc16a4* in the wild-type lateral cortex at E12.5. (**H**) Western blot analysis of HIF-1α, Glut1, Ldha, and Vegfa (with Beta Actin) in wild-type cortical lysates at E11.5, E12.5, E13.5. (**I**) Fold change of HIF-1α levels normalized to Beta Actin between E11.5 and E13.5. (**J**) Fold change of Glut1 levels normalized to Beta Actin between E11.5 and E13.5. (**K**) Fold change of Ldha levels normalized to Beta Actin between E11.5 and E13.5. (**L**) Fold change of Vegfa levels normalized to Actin between E11.5 and E13.5. (**M**, **N**) IHC for Glut1 and Ldha with Isolectin B4, and Nestin at E12.5 in the wild-type cortex. (**O**, **P**) IHC for Glut1 or Ldha with Isolectin B4, and Nestin at E13.5 in the wild-type cortex. Boxed areas are magnified in (**Q**–**X**). (**Q**–**T**) High magnification image of IHC for Glut1 in Nestin+ RG at E12.5. Isolectin B4 labels blood vessels. (**U**–**X**) High magnification images of IHC for Ldha in Nestin+ RG at E13.5. Isolectin B4 labels blood vessels. Scale bars 50 μm (**A**–**K**), 10 μm (**L**–**S**). Data information: *N* = 5–9 embryos per time point, 3–6 replicates. *p* = 0.0039 and 0.0073 (**I**). *N* = 5–9 embryos per time point, 3 replicates. *p* = 0.0028 (**J**). *N* = 5–9 embryos per time point, 6 replicates. *p* = 0.0041 (**K**). *N* = 5–9 embryos per time point, 6 replicates. *p* = 0.0017 (**L**). All Student’s t-tests. All data represented as mean ± SEM. Source data are available online for this figure.

IHC analysis showed that Glut1 protein is expressed in Nestin^+^ RG with pronounced accumulation at their apical end feet at E12.5 and E13.5 (Fig. EV2M,O,Q–T). Additional Nestin co-staining analysis confirmed Ldha expression in RG (Fig. EV2N,P,U–X). Thus, several HIF-1α targets, including Glut1 and Ldha, persist in RG, while HIF-1α expression itself is downregulated between E11.5 and E12.5.

To explore the connection between Foxp1 and HIF-1α signaling, we next confirmed by qPCR that several key HIF-1α targets are upregulated at E12.5 in the absence of Foxp1, including *Slc2a1*, *Ldha, Aldoa, Pfkl, Pfkfb3, Pdk1*, and *Slc16a4* (Fig. 2O). We subsequently analyzed Glut1 and Ldha protein levels and found that both proteins were significantly increased in Nestin^+^ RG lacking Foxp1 function (Fig. 2P–S,V,W). Thus, while HIF-1α targets are elevated in the absence of Foxp1, HIF-1α protein becomes reduced. These data suggest that Foxp1 typically acts to stabilize HIF-1α protein yet attenuate its signaling functions. These opposing actions of Foxp1 on HIF-1α are not without precedent, as previous studies have demonstrated that prolonged hypoxia can trigger negative feedback loops where HIF-1α protein becomes unstable or is expressed in a pulsatile manner (Nguyen et al, 2013; Bagnall et al, 2014). Likewise, some studies have shown that the Cdk2/cyclin E cell cycle regulators can inhibit HIF-1α protein levels while increasing HIF1 transcriptional activity (Sengupta et al, 2011; Hubbi et al, 2014). This latter observation may be relevant as our RNA-seq analysis singled out the Cdk2/cyclin E complex as among the most changed cellular compartments in Foxp1 mutant cortices (Tables EV2 and 3).

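Among the 17068 genes, Ccne1 ranked 479 by p-value and Cdk2 ranked 5071. Ccne1 had 27.2, 22.7, 19.1 and 31.8 CPM in controls 1 to 4 and 15.7 and 13.5 CPM in the libraries labelled Foxp1cKO 1 and 2. Cdk2 had between 63.9 and 88.2 CPM in the controls, a range that includes the 66.2 and 67.9 CPM of the libraries labelled Foxp1cKO. With DESeq2's Wald test in place of edgeR's quasi-likelihood test, Ccne1 passed the threshold (adjusted p = 0.0191 with Benjamini-Hochberg adjustment, the lowest over the alternatives set before the data were examined, whose highest was 0.572), and Cdk2 did not. Ccne1 also passed with 1 surrogate variable, and, at -1.10, with DESeq2 and the 2-level covariate chosen after the data were seen.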

### Vegfa upregulation in Foxp1-deficient radial glia

The HIF-1α target gene Vegfa is a critical mediator of cortical angiogenesis and among the most upregulated genes in our RNA-seq analysis (Figs. 1C and EV1A). 

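Vegfa ranked 1 of the 17068 genes by p-value and 71 by log2 fold change. Its levels were 71.0, 64.9, 71.7 and 71.3 CPM in controls 1 to 4, with control 2 apart from the others, and 231 and 267 CPM in the libraries labelled Foxp1cKO 1 and 2. When each library was left out in turn, the log2 fold change stayed between 1.71 and 1.94.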

RNAScope analysis of *Vegfa* and *Foxp1* expression demonstrated the upregulation of *Vegfa* expression in the VZ at E13.5 and E14.5, whereas *Foxp1* is downregulated. *Vegfa* and *Foxp1* are also both expressed in the cortical plate (Fig. EV3A–D). IHC analysis of Vegfa protein in wild-type tissue between E12.5 and E14.5 confirmed its upregulation in Nestin^+^ RG from E13.5 onwards, with accumulation at the apical surface of the VZ (Fig. EV3E–K). Co-staining analysis of Vegfa protein with Nestin and Foxp1 further showed that E12.5 Nestin^+^ RG express high levels of Foxp1 and low levels of Vegfa (Fig. EV3L–O) while E14.5 Nestin^+^ RG express low levels of Foxp1 and increased levels of Vegfa (Fig. EV3P–S).

**Figure EV3:**
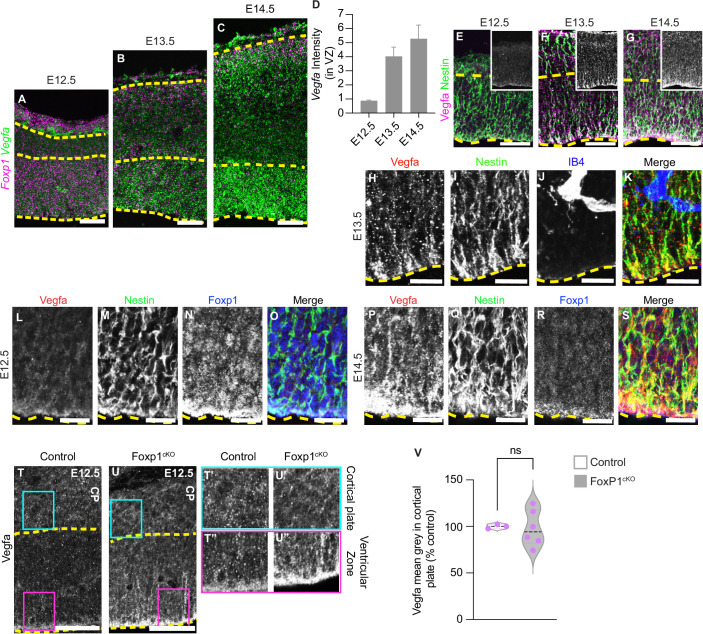
Spatial and temporal relationship between Foxp1 and Vegfa in radial glia and neurons. (**A**–**C**) RNA Scope analysis of Vegfa and Foxp1 in the wild-type cortex at E12.5–E14.5. (**D**) *Vegfa* mean gray value (over background) in the ventricular zone between E12.5–E14.5. (**E**–**G**) IHC for Vegfa and Nestin in the wild-type cortex at E12.5, E13.5, and E14.5. (**H**–**K**) High magnification images of Vegfa, Nestin, and IB4 at the apical surface of the VZ at E13.5. (**L**–**S**) High magnification images of IHC for Vegfa, Nestin, and Foxp1 at E12.5 and E14.5 in wild-type cortex. (**T**–**U**) IHC for Vegfa in the cortex at E12.5 in control and Foxp1^cKO^ embryos. Cyan boxes represent areas in CP magnified in **T**,’ and **U**.’ Magenta boxes represent the area within VZ magnified in **T**” and **U**”. (**V**) Quantification of Vegfa mean gray values in the cortical plate in control and Foxp1^cKO^ cortex at E12.5. Scale bars 50 μm (**A**–**G**, **T**, **U**) 10 μm (**H**–**S**). Data information: *N* = 5–7 embryos per time point (**D**). *N* = 3 control, 6 mutant (2 litters). *p* = 0.8674, Student’s t-test (**V**). All data represented as mean ± SEM.

To determine whether Vegfa levels were affected by the loss of Foxp1 in RG, we compared the intensity of Vegfa expression in Nestin^+^ RG in control and Foxp1^cKO^ cortex at E12.5 by IHC. This analysis confirmed that Vegfa is increased in Foxp1^cKO^ RG (Fig. 2T,U,X). The transcriptional increase in Vegfa expression was demonstrated by qPCR analysis in the control and Foxp1^cKO^ cortex at E12.5 (Fig. 2O). IHC analysis of Vegfa expression levels in the cortical plate showed no significant difference between control and Foxp1^cKO^ cortices (Fig. EV3T–V). Thus, the upregulation of Vegfa within RG appears to coincide with the endogenous downregulation of Foxp1 and increased angiogenesis in the cortex. Premature loss of Foxp1 leads to an increase in Vegfa expression in RG (Fig. 2Y).

### Deletion of Foxp1 accelerates the development of the cortical vasculature

Given the upregulation of Vegfa and the downregulation of HIF-1α in the absence of Foxp1, we asked whether the loss of Foxp1 impacted cortical angiogenesis. Initially, we examined how this manipulation influenced the ventrodorsal expansion of the PVP network within the E12.5 cortex using surface-rendered projections of IB4^+^ vessels in 50-µm-thick cryosections of control and Foxp1^cKO^ embryos. At E12.5, comparable numbers of vessels were present in the mid and ventrolateral cortex but appeared to increase in the dorsolateral region of Foxp1^cKO^ samples (Fig. 3A–D). To quantify these differences, we divided the cortex into three areas of equal size. We counted the number of vessels in each region, which confirmed a significant increase in vessels in the dorsolateral area (Fig. 3E,F). Thus, increased Vegfa expression and HIF-1α downregulation coincided with increased vasculature in the Foxp1-deficient dorsolateral cortex. While IB4 can be expressed by other cell types, including microglia in the developing brain (Cunningham et al, 2013; Penna et al, 2021), at the stages we investigated, we found that IB4 exclusively labeled CD31^+^ endothelial cells (Appendix Fig. S1A–F). However, IB4-labeling of filopodia was more evident than CD31 and easier to visualize and quantify (Appendix Fig. S1G,H). We observed a higher density of tip cell filopodia in Foxp1^cKO^ samples at E12.5 compared to controls (Fig. 3G,H,M), which is consistent with previous observations that increased Vegfa signaling can induce the formation of endothelial tip cell filopodia (Gerhardt et al, 2003; Haigh et al, 2003).

**Figure 3:**
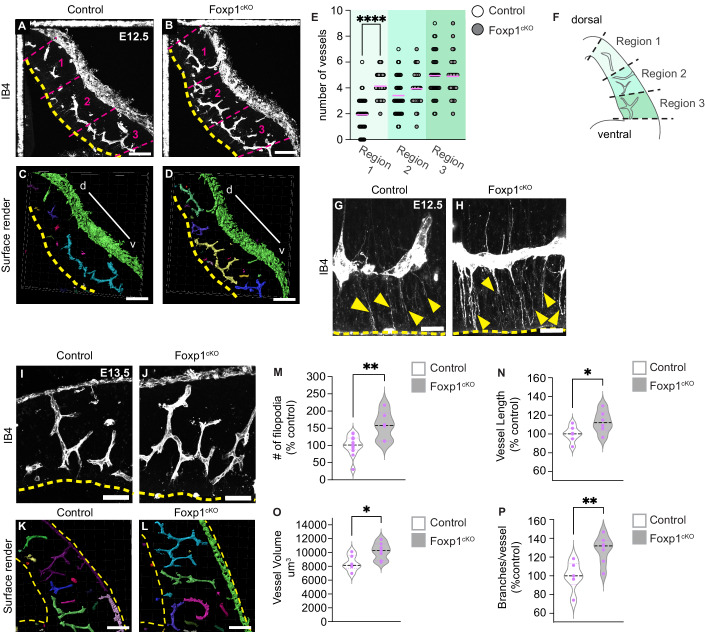
Loss of Foxp1 results in precocious development of the cortical vasculature. (**A**, **B**) Isolectin B4 (IB4) vessel staining in the cortex of control and Foxp1^cKO^ embryos at E12.5. (**C**, **D**) Surfaced rendered contiguous vessels in (**A**) and (**B**). (**E**) Number of IB4^+^ vessels in each binned area in control and Foxp1^cKO^ lateral cortices at E12.5. (**F**) Schematic of bins used for quantification in (**E**). (**G**, **H**) IB4 labeled filopodia at the ventricular surface in control and Foxp1^cKO^ cortex at E12.5. Arrowheads mark filopodia. (**I**–**J**) IB4^+^ vessels in control and Foxp1^cKO^ cortex at E13.5. (**K**, **L**) Surface rendered cortex images in control and Foxp1^cKO^ at E13.5. (**M**) Mean filopodia (percent control) in control and Foxp1^cKO^ cortex at E12.5. (**N**–**P**) Vessel length, vessel volume, and number of branches per vessel in control and Foxp1^cKO^ cortex. Dashed yellow lines demarcate the apical surface. d, dorsal; v, ventral. Scale bars 100 μm (**A**–**D**), 5 μm (**G**, **H**), and 50 μm (**I**–**L**). Data information: *p* < 0.0001, Mann–Whitney test. *N* = 10 control, 7 mutants (**E**). *p* = 0.0033, Student’s t-test. *N* = 12 control, 6 mutants (**M**). *p* = 0.0386, 0.0235, and 0.0063, respectively, Student’s t-test. *N* = 6 control, 7 mutants (**N**–**P**). All data represented as mean ± SEM. Source data are available online for this figure.

We next analyzed the cortical vasculature a day later at E13.5. At this stage in control embryos, the cortex has been perfused by contiguous IB4^+^ vessels along the dorsoventral axis that have begun to form branches (Fig. 3I,K). Parallel analysis of Foxp1^cKO^ cortices showed that their blood vessels were significantly more extended and branched, and volume increased compared to controls (Fig. 3J,L,N–P). Collectively, these results demonstrate that deletion of Foxp1 results in a premature establishment of cortical vasculature in the dorsal-most lateral cortex and the development of the vascular network in a non-stereotypical fashion.

Other signals have been shown to regulate cortical angiogenesis, including lactate and Wnts (Daneman et al, 2009; Dong et al, 2022). 

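Of 19 Wnt ligand genes, 10 were in the count table, and Wnt1, Wnt2, Wnt3a, Wnt8a, Wnt9b, Wnt10a, Wnt10b, Wnt11 and Wnt16 were not among its 17068 genes. Of the 10 genes, 4 were higher and 6 lower in the libraries labelled Foxp1cKO, from -1.80 for Wnt2b to 0.36 for Wnt3 on the log2 scale. The number past the threshold was 0 over all genes and 0 over the list alone, and 1 gene, Wnt5a (-0.50), had an unadjusted p-value under 0.05. The smallest adjusted p was 0.354 over all genes and 0.282 over the list alone (from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Wnt7b, at -0.31, was lowest in control 4 among the controls, which stood apart. In every alternative set before the data were examined that gave a test, 0 Wnt ligand genes passed the threshold over all genes. Several of these could hardly call a gene: the replicate block called 0 in all, and the fits without control 1 or control 2 called 6 and 2. DESeq2 gave no adjusted p for Wnt2b, Wnt4 and Wnt6. Depth also limits Wnt2b (6 to 41 counts per library) and Wnt6 (1 to 41), so these zeros do not show that Wnt ligands were unchanged.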

Wnt genes were not significantly misregulated in our RNA-Seq analyses, suggesting that Foxp1 may act independently of Wnt signaling to influence angiogenesis. Foxp1 is also expressed in neurons, as is Vegfa (Fig. EV3A–D), raising the possibility that at later stages, loss of Foxp1 in neurons may also influence angiogenesis. The changes we have shown here in Ldha and other glycolysis genes in the absence of Foxp1 could reflect the increased availability of glucose in the RG microenvironment. Mouse models of maternal diabetes have shown that moderate hyperglycemia leads to premature RG differentiation (Ji et al, 2019). Thus, increases in environmental glucose could also influence the balance between RG self-renewal and differentiation (Andrews and Pearson, 2024).

### HIF-1α stabilization rescues early differentiation phenotypes in Foxp1-deficient NPCs

Given our results, we hypothesized that Foxp1 promotes RG maintenance by stabilizing HIF-1α and attenuating the HIF-1α signaling response to promote hypoxic conditions that favor self-renewal. To test this hypothesis, we generated cortical spheroids from control and Foxp1^KO^ mouse embryonic stem cells (mESCs). This in vitro approach also enabled us to determine the cell-autonomous effects of Foxp1. We used two Foxp1^KO^ mESC lines in which the genomic region encoding the Foxp1 forkhead domain required for DNA binding was deleted using CRISPR-Cas9 editing (Appendix Fig. S2). This modification caused a reduction in Foxp1 protein levels and truncated the sizes of both isoforms A and D (Fig. 4A). Spheroids at day 7 in vitro (div) were mainly composed of Pax6^+^ NPCs, and very few cells expressed neuronal markers such as Tbr1 or Ctip2, with little difference seen between control and Foxp1^KO^ samples (Fig. EV4A–F). The loss of Foxp1 protein in Pax6^+^ NPCs was confirmed by IHC (Fig. EV4H–P). By 10 div, we observed Foxp1 loss in spheroids recapitulates the in vivo phenotype. Western blot analyses showed that HIF-1α protein levels are decreased in the absence of Foxp1 (Fig. 4B). qPCR analysis demonstrated that the expression of HIF-1α target genes is increased in Foxp1^KO^ spheroids, except for *Pfkfb3* which was decreased in Foxp1^KO#1^ (Figs. 4C and EV4G). In addition, we observed a significant decrease in the number of Pax6^+^ NPCs and a concomitant increase in Ctip2^+^ neurons in spheroids generated from both Foxp1^KO^ lines (Fig. 4E–L).

**Figure 4:**
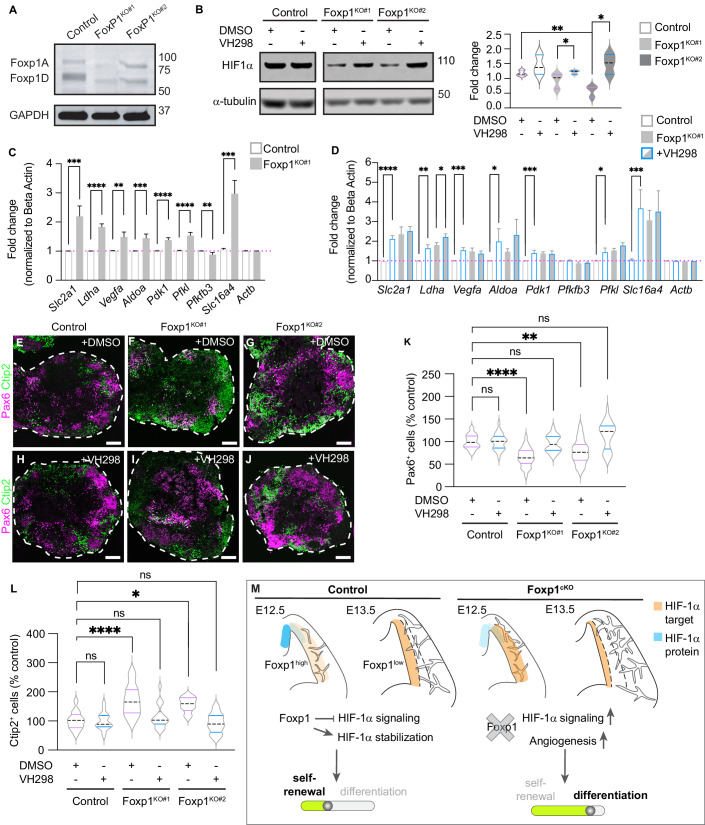
HIF-1α stabilization promotes NPC maintenance in Foxp1-deficient cortical spheroids. (**A**) Western blot analysis of Foxp1 and GAPDH protein in control and Foxp1^KO^ mouse embryonic stem cells. (**B**) Western blot analysis and quantification of HIF-1α protein (compared to α-tubulin) in control and Foxp1^KO^ spheroids at 10 div treated with DMSO or VH298. (**C**) qPCR analysis of HIF-1α target gene expression in control and Foxp1^KO#1^ spheroids at 10 div. (**D**) qPCR analysis of HIF-1α target gene expression in control and Foxp1^KO#1^ spheroids at 10 div. treated with DMSO or VH298. (**E**–**J**) IHC for Pax6^+^ NPCs and Ctip2^+^ neurons in control and Foxp1^KO^ spheroids (10 div) treated with DMSO or VH298. (**K**) Percentage of DAPI^+^ cells that are Pax6^+^ in control and Foxp1^KO^ spheroids (10 div) treated with DMSO or VH298. (**L**) Percentage of DAPI^+^ cells that are Ctip2^+^ in control and Foxp1^KO^ spheroids (10 div) treated with DMSO or VH298. (**M**) Schematic of control and Foxp1^cKO^ phenotypes. Foxp1 attenuates the HIF-1α signaling pathway to promote RG self-renewal. In the absence of Foxp1, HIF-1α target gene expression is upregulated, angiogenesis is perturbed, and RG precociously differentiate. Scale bars 100 μm. Data information: *p* = **0.0097, 0.00364 (Foxp1^KO#1^) and 0.0162 (Foxp1^KO#2^). Student’s t-test. *N* = 10–12 spheroids, western blots run in triplicate (**B**). *p* values = 0.0008 (*Slc2a1*), <0.0001 (*Ldha*), 0.0026 (*Vegfa*), 0.0010 (*Aldoa*), <0.0001 (*Pdk1*), <0.001 (*Pfkl*), 0.0061 (*Pfkfb3*, Mann–Whitney test), 0.0001 (*Slc16a4*). *N* = 10–12 spheroids/experiment, 3 experiments (**C**). *p* values = <0.0001 (*Slc2a1*, control), 0.0013 (*Ldha*, control), 0.0446 (*Ldha*, Foxp1^KO#1^), 0.0002 (*Vegfa*, control), 0.0179 (*Aldoa*, control), 0.0002 (*Pdk1*, control), 0.0201 (*Pkfl*, control), 0.0003 (*Slc16a4*, control). *N* = 10–12 spheroids/experiment, 3 experiments (**D**). One-way ANOVA, *p* = >0.9999, <0.0001, 0.928, 0.0024 and 0.1066, respectively. *N* = 10–12 spheroids/experiment, 3 experiments (**K**). Ordinary one-way ANOVA, *p* = >0.9999, <0.0001, 0.8306, 0.0196, 0.9883. *N* = 10–12 spheroids/experiment, 3 experiments (**L**). All data represented as mean ± SEM. Source data are available online for this figure.

**Figure EV4:**
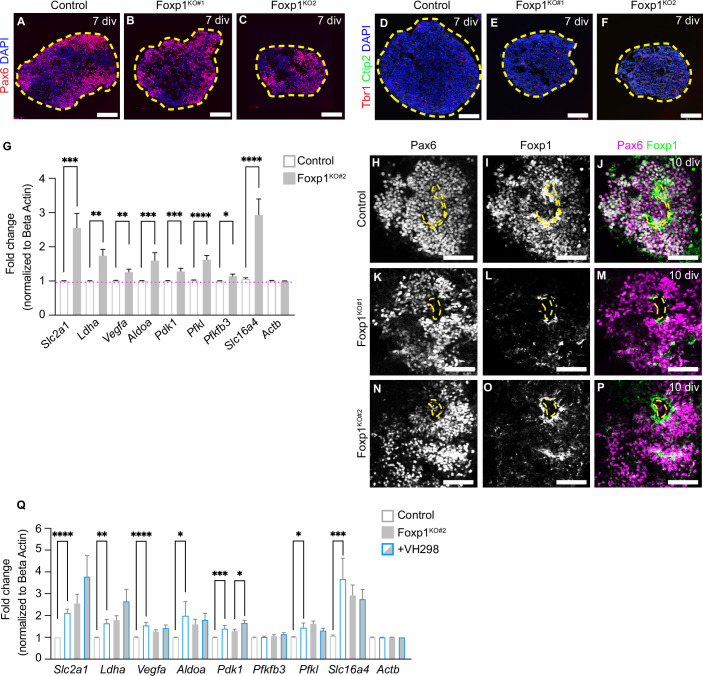
Analysis of Foxp1-deficient cortical spheroids. (**A**–**C**) IHC for Pax6 in control and Foxp1^KO^ spheroids at 7 days in vitro (div). (**D**–**F**) IHC for Ctip2 and Tbr1^+^ neurons in control and Foxp1^KO^ spheroids at 7 div. (**G**) qPCR analysis of HIF-1α target gene expression in control and Foxp1^KO#2^ spheroids at 10 div. (**H**–**P**) IHC for Foxp1 in Pax6^+^ NPCs in control and Foxp1^KO^ spheroids at 10 div. (**Q**) qPCR analysis of HIF-1α target gene expression in control and Foxp1^KO#2^ spheroids at 10 div. treated with DMSO or VH298. Scale bars 100 μm (**A**–**F**), 50 μm (**H**–**P**). Data information: *N* = 10–12 spheroids from 3 individual batches. *p* = 0.0007 (*Slc2a1*), 0.0108 (*Ldha*), 0.0031 (*Vegfa*), 0.0009 (*Aldoa*), 0.0002 (*Pdk1*), 0.0002 (*Pfkl*), 0.0226 (*Pfkfb3*), <0.0001 (*Slc16a4*). Student’s t-test (**G**). *p* = <0.0001 (*Slc2a1*, control), 0.0013 (*Ldha*, control) <0.0001 (*Vegfa*, control), 0.0179 (*Aldoa*, control) 0.0002 (*Pdk1*, control), 0.0312 (*Pdk*1, Foxp1^KO#2^), 0.0201 (*Pfkl*, control), 0.0003 (*Slc16a4*, control). Student’s t-test (**Q**). All data represented as mean ± SEM.

To test whether the precocious differentiation phenotype seen in the Foxp1^KO^ spheroids could be rescued by HIF-1α manipulation, we treated spheroids at 7 div with VH298, a Von Hippel-Lindau E3 ligase inhibitor that stabilizes HIF-1α (Frost et al, 2016). Western blot analyses confirmed the stabilization of HIF-1α in control and Foxp1^KO^ spheroids treated with VH298, and the treatment correlated with increased expression of HIF-1α target genes in control spheroids (Fig. 4B,C). In Foxp1^KO^ spheroids, the transcriptional response to VH298 was markedly reduced or showed no change compared to the response in control spheroids, except for Ldha in Foxp1^KO#1^ and Pdk1 in Foxp1^KO#2^ spheroids, which exhibited significant increases (Figs. 4D and EV4Q). These effects may reflect the reduced HIF-1α levels seen in Foxp1^KO^ spheroids compared to controls. Additional analysis of the percentage of cells that are Pax6^+^ NPCs or Ctip2^+^ neurons demonstrated a significant increase in NPCs in Foxp1^KO^ spheroids treated with VH298 and a concomitant decrease in Ctip2^+^ neurons compared to DMSO-treated Foxp1^KO^ spheroids (Fig. 4E–L). Moreover, after VH298 treatment, the proportion of Pax6^+^ NPCs and Ctip2^+^ neurons in Foxp1^KO^ spheroids was similar to DMSO-treated control spheroids. Thus, HIF-1α stabilization appears sufficient to rescue defects in NPC maintenance and premature differentiation associated with Foxp1 deficiency.

Integrating these findings with our prior investigations into the effects of Foxp1 gain- and loss-of-function on cortical progenitor activities (Pearson et al, 2020), our studies suggest that Foxp1 shapes the transition of RG through early-to-late stages of neurogenesis by promoting a hypoxic stem cell niche microenvironment. Early on, Foxp1 suppresses the downstream effectors of HIF-1α, such as Vegfa, that lead to relief from hypoxia, thus delaying angiogenesis and the transition to oxygenated conditions. This suppression promotes an environment favorable for early self-renewing cell divisions. As Foxp1 levels in RG endogenously decline, or when Foxp1 function is experimentally ablated, HIF-1α target gene expression levels increase, and HIF-1α is further destabilized. These effects drive the elaboration of the cortical vasculature and the switch to neurogenic divisions (Fig. 4M). These findings complement and extend previous reports demonstrating that hypoxic conditions and the suppression of vascular ingrowth repress the switch to neurogenesis (Lange et al, 2016; Komabayashi-Suzuki et al, 2019; Dong et al, 2022).

The cellular response to hypoxia activates a transcriptional cascade that drives processes that enable a transition to a normoxic environment and processes that promote cell survival and proliferation (Corrado and Fontana, 2020). Factors have been identified that selectively regulate cellular responses to hypoxia, including Runt-related (Runx) transcription factors that modulate HIF-1α stability and transcriptional activity to regulate Vegfa expression during angiogenesis (Peng et al, 2008; Lee et al, 2012, 2014; Brocato et al, 2014). Therefore, cells can dissociate the proliferative effects of HIF-1α signaling and the adaptive effects, such as glycolysis and angiogenesis. Our in vitro experiments reveal an intrinsic role for Foxp1 in promoting cell proliferation and repressing angiogenesis and glycolysis, identifying Foxp1 as a key regulator of the HIF-1α signaling pathway in early RG.

Presently, the mechanisms driving Foxp1 downregulation in RG cells across development are unknown, though several factors could be involved. HIF-1α has been shown to directly bind and regulate the expression of Jumonji domain-containing histone demethylases demethylases such as Jarid1b (Kdm5b), and studies have shown that the range of HIF-1α targets is determined by cell type specific patterns of chromatin structure (Brocato et al, 2014). Recently, a related factor, Jarid2, was identified as a repressor of early Foxp1 in retinal progenitors (Zhang et al, 2023). Further studies are required to determine whether a similar mechanism is utilized in RG. Another regulatory mechanism may involve microRNAs, which have been shown to regulate Foxp proteins in many organ systems (Li et al, 2017). miR-9 has been demonstrated to inhibit factors that regulate Vegfa expression in retinal and telencephalic neurons, coupling neurogenesis and the maturation of the vasculature (Madelaine et al, 2017). Foxp1 is a target of miR-9 in a variety of contexts, including in motor neurons in the developing spinal cord (Otaegi et al, 2011; Gomez et al, 2014; Radhakrishnan and Alwin Prem Anand, 2016; Jiang et al, 2017). Potentially, a similar miR-9-dependent mechanism could be used to regulate Foxp1 and Vegfa expression in RG.

An increasing body of evidence has implicated blood vessel pathologies in several neurodevelopmental disorders (Baruah and Vasudevan, 2019; Ouellette and Lacoste, 2021). For example, early defects in PVP endothelial cells have been linked to the origin of autism (Azmitia et al, 2016). Further investigation is required to determine whether the mild alterations we observe in the Foxp1^cKO^ cortex can have long-term effects on brain function. Foxp1 is also expressed in endothelial cells and has been shown to promote angiogenesis in various contexts (Grundmann et al, 2013). Further dissection of the neural and endothelial contributions of Foxp1 to brain angiogenesis will be critical for understanding the role of *FOXP1* in neurodevelopmental disorders.

## Methods

### Mouse lines

C57BL6 wild-type (RRID: IMSR_JAX:000664), Foxp1^flox/flox^ (RRID: IMSR_JAX:017699), and Emx1^*Cre*^ (RRID: IMSR_RBRC01342) mice were maintained as previously described (Iwasato et al, 2004; Feng et al, 2010) following UCLA Chancellor’s Animal Research Committee husbandry guidelines. All experiments were conducted in accordance with relevant NIH guidelines and regulations, related to the Care and Use of Laboratory Animals tissue. Animal procedures were performed according to protocols approved by the Research Animal Resource Center at Weill Cornell College of Medicine. Wild-type litters were provided by the Mouse Genetics Core Facility at Memorial Sloan Kettering Cancer Center. Male and female embryos between embryonic days 11.5 and 13.5 were used in this study. Cre-negative littermates were used as controls.

### Foxp1 knock out mouse embryonic stem cell line generation

The Foxp1 gene was disrupted in MM13 mouse embryonic stem cells (mESCs). To disrupt Foxp1 function, CRISPR/Cas9-mediated genome editing was used to target the forkhead domain. Using Benchling, two guides were designed targeting Exon 12 of Foxp1-201 (ENSMUST00000074346): 5′-AGATTCGAGAATGGCCTACG-3′ and 5′-TGCAAAGCTTACCTTCCACG-3′. These sequences were individually cloned into plasmid pSpCas9(BB)-2A-Puro (PX459) V2.0 (Addgene #62988) and then electroporated into the mESCs using the Lonza Nucleofector 2b Device and Cell Nucleofector Kit (Lonza #VAPH-1001). The mESCs were cultured in feeder-free 2i media (DMEM/F-12 (Gibco #11320033) and Neurobasal Medium (Gibco #21103049) (prepared at a 1:1 ratio) supplemented with N2 supplement (Gibco #17502048), B27 serum-free supplement (Gibco #17504044), penicillin/streptomycin (Gibco #15140122), glutaMAX (Gibco #35050061), bovine serum albumin (Thermo Scientific Chemicals #AAJ64248AE), 55 μM 2-mercaptoethanol (Gibco #21985023), 3 μM CHIR99021 (Axon #1386), 1 μM PD 98059 (Tocris Bioscience #1213), and ESGRO recombinant mouse LIF protein (1000 units/ml, MilliporeSigma #ESG1107)]. Antibiotic selection was initiated 24 h after nucleofection in 2i media containing 1.5 μg/ml puromycin (Fisher BioReagents #BP2956100) for ~72 h. Clones were picked individually, expanded in feeder-free 2i media, and genomic DNA was collected using QuickExtract DNA extraction solution (Lucigen, #QE09050). The region surrounding the targeted site was PCR-amplified (using the primers Forward 5′-TTTGTGAAACCTGCCTGAGGA-3′ and Reverse 5′-GGTCACAAGGTCACCTCCTT-3′) to visualize a successful deletion facilitated by the guides. A loss of full-length FOXP1 protein was then verified by Western blot using a protein-specific antibody (Cell Signaling Technology, #4402T).

### Mouse embryonic stem cell maintenance

MM13 mESCs were maintained in 2i mESC media on 0.1% gelatin-coated plates. DMEM/F12 (50%) and Neurobasal (50%) basal media was supplemented with 0.5% N2, 1% B27, 1% penicillin-streptomycin, 1% Glutamax, beta mercaptoethanol. Cells were fed daily, media was supplemented with 10 ng/ml human LIF, 10 μM CHIR, 1 μM PD98059. mESCs were routinely tested for mycoplasma.

### Cortical neural progenitor cell and neuronal differentiation

Cortical neural progenitor cells and neurons were generated using the protocol established by Eiraku et al (Eiraku and Sasai, 2011). In brief, 3000 mESCs were plated per well of a 96-well U-bottomed ultra-low attachment plates. Cells were cultured in cortical differentiation media (GMEM, non-essential amino acids, pyruvate, beta-mercaptoethanol, knockout replacement serum) for 7 days. Half-media changes were performed daily. On day 7 spheroids were transferred to cortical maturation media (DMEM/F12, Glutamax, N2, penicillin-streptomycin) in a plastic culture dish for 3 days.

### Tissue preparation

Embryonic cortices were dissected and fixed in 4% paraformaldehyde in PBS overnight. Tissues were cryosectioned (10–50 μm sections) and processed for immunohistochemistry, in situ hybridization, or RNAScope fluorescent in situ hybridization. For immunohistochemistry, spheroids were fixed in 4% paraformaldehyde for 30 min on ice. After three washes in PBS, Spheroids were transferred to 30% sucrose for approximately 2 h on ice (until spheroids sink). Spheroids were cryosectioned at 8–10 μm.

### RNA sample collection

E12.5 lateral cortex samples were lysed in QIAzol reagent, and RNA was extracted following the manufacturer’s instructions (miRNeasy Micro Kit, Qiagen). Six samples were used for RNA sequencing: four control females and two Foxp1^cKO^ females. RNA concentration and integrity were assessed with Agilent RNA ScreenTape analysis using the Agilent 2100 Bioanalyzer. All samples used in downstream analyses had a RIN > 9.7. Spheroids were lysed in Qiazol reagent and RNA was extracted following manufacturer’s instructions (RNAeasy Micro Kit, Qiagen).

### RNA sequencing and analysis

RNA samples were sent to the UCLA Neuroscience Genomics Core for library preparation and sequencing. Sample libraries were generated using TruSeq Stranded RNA kit and sequenced with paired-end 150 base pair reads on two lanes using the Illumina HiSeq 3000. 

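Control 4 had the largest total of counts on genes and the library labelled Foxp1cKO 1 the smallest. Controls 1 to 3 had 61638394, 63181214 and 73499617 counts, and the library labelled Foxp1cKO 2 had 75085520. Between 17058 and 17065 of the 17068 genes had a count in each library, and between 16508 and 16916 had at least 10. The 10 genes with the most counts held between 3.45% and 3.798% of each library, so no library was taken up by a few genes. TMM factors ranged from 0.983 to 1.01.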

Each sample contained 58–91 million reads (an average of 79 million). All samples of raw sequence data passed quality control using FastQC (Andrews, 2010). The data was mapped to the mouse MM10 genome (Gencode version 17) using STAR aligner (Dobin et al, 2013) with default parameters. MultiQC was used to aggregate quality metrics produced by STAR (Ewels et al, 2016). Within each sample, 92–93% of reads were uniquely mapped and used for further analyses. BAM files produced by STAR were sorted and converted to SAM files using samtools (Li et al, 2009). Gene read counts were estimated using HTSeq union gene counts (Anders et al, 2015). Sequencing bias was estimated using Picard Tools (broadinstitute.github.io/picard/) functions CollectRnaSeqMetrics, CollectGcBiasMetrics, CollectAlignmentSummaryMetrics, and CollectInsertSizeMetrics. An ANOVA was used to determine if these metrics were having a significant effect on the data. 

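In the deposited table of 17068 genes, 17031 had at least 10 counts in at least 3 of the 6 libraries, and 37 had fewer such libraries. The smallest sum of a gene over the libraries was 39 counts. When the test was restricted to genes with at least 10 counts in every library, 24 genes passed the threshold, all of them among the 26 that passed without the restriction.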

Genes with expression (< 10 counts) across half the samples were excluded, leaving 17,068 genes that passed the filter for further analyses. 

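The authors also deposited VST values, which lie on a log2-like scale, for the same genes and libraries. They ranged from 6.87 to 18.9. DESeq2's VST of the counts, computed without the groups, differed from them by at most 1e-10, so the deposited values hold no adjustment for group or litter.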

Principle component analysis was performed in R using the function “prcomp” on data normalized by variance stabilizing transformation (VST). 

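The log2 fold changes from the model with the group alone were compared with those the paper lists in Tables EV1 and EV2. The tables list 160 genes, of which 157 were matched by symbol, 3 of them through an older symbol. Across these 157 genes, which are not independent replicates, Pearson's r was 0.818 and Spearman's rho 0.849. The sign was the paper's in 148 genes, and the median absolute difference was 0.336. In Table EV1, r was 0.560, rho was 0.519 and 69 of 78 genes had the paper's sign. In Table EV2, r was 0.787, rho was 0.611 and 79 of 79 genes did. Of the 157 genes, 17 passed the threshold here, all from Table EV1. Because the tables are the paper's calls on these same libraries, the match shows no stability. The replicate block gave an r of 0.760 over both tables.

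**Figure D3:**
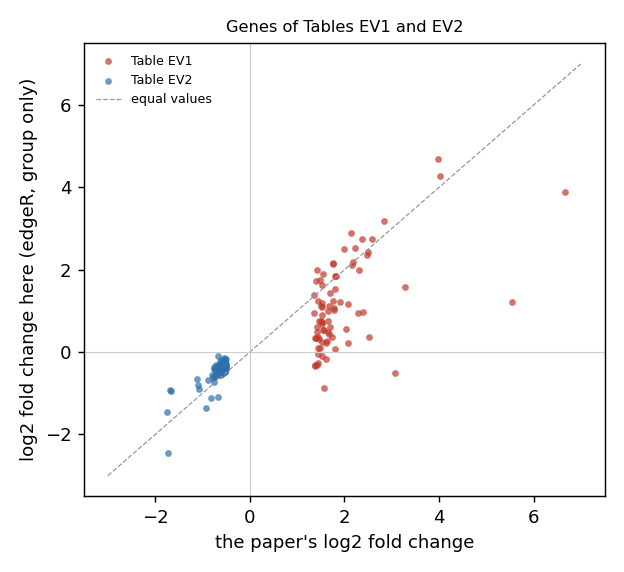
The paper's log2 fold changes in Tables EV1 and EV2 (horizontal axis) against those of the model with the group alone (vertical axis). Points are the 157 matched genes, by table, and the dashed line marks equal values; the genes of Table EV2 all lie below 0 on both axes.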

Differential gene expression analysis was performed using DESeq2 (Love et al, 2014) with the model ~Group + Litter. False discovery rate (FDR) < 5% was used as a cutoff to determine if genes were differentially expressed. 

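The biological coefficient of variation between replicates was 0.205, and the prior degrees of freedom of edgeR's quasi-likelihood fit were 3.05. At an adjusted p-value under 0.05, limma on the VST values called 27 genes, of which 23 were among the 26 of edgeR. With DESeq2's size factors in the edgeR test, 24 genes passed, all of them among the 26. Library totals alone as the normalization gave the same 26 genes.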

Gene ontology and pathway analysis were performed using gprofiler2 (https://biit.cs.ut.ee/gprofiler/gost) and disgenet (https://www.disgenet.org/). This work used computational and storage services associated with the Hoffman2 Shared Cluster provided by UCLA Institute for Digital Research and Education’s Research Technology Group. All data and code used in analyses will be shared publicly on GEO and github.

### Quantitative PCR

Reverse Transcriptase quantitative PCR (RT-qPCR) was performed using the SuperScript VILO First-Strand Synthesis System (Invitrogen). For each sample, >500 ng of total RNA was used for cDNA synthesis. In each qPCR reaction, 1–4 ng cDNA was combined with PowerTrack SYBR Green Master Mix (ThermoFisher) and primer pairs. All primer pairs were validated for ≥1.8 amplification efficiency. Samples were run on a ThermoFisher QuantStudio 5 real-time PCR system in triplicate, and log2 fold change was determined by normalizing the delta-delta CT to the internal reference gene Beta Actin. Primers were designed using Primer3plus. Primer sets used; *Slc2a1 F: acttgccttctttgccaagc R: aaagcctcctagctcagagttc; Ldha F: aactgcaggcttcgattacc R: tgcatcatggacgtacacac; Vegfa F: acacgacaaacccattcctg R: tccacaaagcatgccatgtc; Aldoa F: ctgaataggctgcgttctcttg R: aaggactaaggagcgaacgc; Pdk1 F: atgctggctggttttgatgc R: ttcagtcaccccgaaaatgc; Pfkl F: ggacaaaccgggtacacagg R: atccgcagtttctccaggtc; Pfkfb3 F: gcatccctgagcttttgaacag R: aatgtgctttgtgcggagtc; Slc16a4 F: tggttgtttccaccaagcag, R: taggctacatgcggagatcac; Actb F: tttggcgcttttgactcagg R: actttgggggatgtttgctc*.

### Western blot analysis

Whole-cell extracts from mESCs cultured in feeder-free 2i media were prepared in a modified RIPA lysis buffer: 50 mM Tris (pH 7.4), 150 mM NaCl, 1% NP-40, 0.25% sodium deoxycholate, and 1x SigmaFast protease inhibitor cocktail. Spheroids were lysed in RIPA buffer and protease inhibitors. Protein concentration was determined with a BCA kit (Thermo Fisher Scientific) and normalized to 1.0–2.0 μg/μl. 20–25 μl of protein was mixed with sample buffer and 50–100 mM DTT. Protein was transferred to a PVDF membrane, blocked with either 1% BSA or Intercept (TBS) Blocking Solution (LI-COR), and blotted with primary antibodies at 4 °C overnight. Primary antibodies used: Foxp1 (1:1000, D35D10, #4402, Cell Signaling) (Glut1 (2 μg/ml, #sc-377228, Santa Cruz Biotechnology), HIF-1α (1 μg/ml, #AF1935, R&D Systems), Ldha (1:1000, #2012 Cell Signaling), Vegfa (1:500, #19003, Proteintech), Beta-Actin (1 μg/ml, 664802, Biolegend), Gapdh (1:1000, #926-422116, LI-COR), α-Tubulin (Synaptic Systems, 1:2000, #302 204). Western blots were imaged on an Odyssey DLx Imager system.

### RNA probe synthesis and in situ hybridization

Riboprobes were generated using primers designed against the 5′ or 3′ UTRs of mouse *Aldoa*, *Ldha*, *Slc16a4*, *Pfkl*, *Pfkfb3*, *Pdk1,* and *Slc2a1* transcripts. In situ hybridization was performed on sections as previously described (Pearson et al, 2011). Primer sets used: *Aldoa F: cactggggtcactttcctgt R: aagggatggcagatttagca; Ldha F: ggcttctaggcagaccacac R: gacacttgggtggttggttc; Slc16a4 F: gaggtccagagactggcaac R: tgtcccttaggcagagatgg; Pfkl F: gcatcaccaacctgtgtgtc R: tgatgatgttcagccgagag; Pdk1 F: ttctcctgcagcctacccta R: gcacccttgtctgagctttc; Slc2a1 F: agcagtgaagtccaggagga R: ctggtctcaggcaaggaaag; Pfkfb3 F: cccagcttcctgtgtagagc R: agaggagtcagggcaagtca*.

### RNAScope fluorescent in situ hybridization

RNAScope (acdbio) FISH was performed on cryosections per manufacturer guidelines. Probes used were Vegfa #412261-C3 and Foxp1#485221.

### Immunohistochemistry

Immunohistochemistry was performed on tissue sections as previously described (Pearson et al, 2020). In brief, slides were post-fixed for 10 min in 4% PFA (post-fix was not included when performing IHC on spheroids). After three PBST (0.1% Triton-X) washes and 10 min in antibody block, primary antibodies were applied overnight. Primary antibodies were used at the following dilutions: Foxp1 1:16,000 (Rousso et al, 2012), Glut1 1:100 (Abcam ab128033), Ldha 1:250 Abcam ab52488, HIF-1α (1:100 R&D Systems AF1935), TUJ1 1:1000 (BioLegend 801201), Vegfa 1:250 (Proteintech 19003-1-AP), Tbr2 1:500 (Millipore Sigma AB15894), CD31 1:100 (R&D Systems AF3628), Nestin 1:1000 (Novus NB100-1604), Tbr1 1:1000 (Abcam ab31940), Ctip2 1:1000 (Abcam ab18465), Pax6 1:1000 (MBL PD022). Donkey secondary antibodies (Jackson Immunoresearch) and DAPI (1mg/ml) were used at 1:1000. 2 µM of Isolectin GS-IB4 from *Griffonia simplicifolia* conjugated to Alexa Fluor 647 (ThermoFisher Cat.I32450) was diluted with secondary antibodies and incubated on slides for 1 h at room temperature. When expression levels were to be measured, coverslips were applied to ensure even distribution across the slide.

### Image acquisition

Confocal images were acquired using Zeiss LSM 780, LSM 800, and Olympus FV1000 laser scanning confocal microscopes and processed with Zen Blue and Fluoview software. DIC images of in situ hybridizations were collected using a Zeiss Axioimager microscope and Axiovision software.

### Quantification and statistical analysis

N numbers and statistical analyses for each figure are in each figure legend. Images were processed and compiled using Adobe Photoshop with adjustments applied to the entire image and restricted to brightness, contrast, and levels. Images shown in figures as comparisons, e.g., intensity levels, were obtained and processed in parallel using identical settings. Composite images were assembled using Adobe Illustrator software.

For each experiment, the mean gray values (relative to background) of labeled Nestin^+^ RG per section were quantified from 3–6 sections per embryo (sampled at ~100 μm intervals along the rostrocaudal axis within the presumptive somatosensory cortex). Each mutant’s mean gray value of staining was normalized to littermate controls. Mean gray values were measured using Fiji software, with background staining levels subtracted. For vessel measurements, contiguous IB4^+^ vessels in 50-μm-thick sections were identified using surface rendering software in Imaris (minimum threshold 742, minimum number of voxels 1.7 × 10^4^). Measurements for each PVP vessel were recorded (PNVP vasculature was not included). In Fig. 3A,B, each hemisphere was divided into three identically sized dorsal-ventral bins, and vessels within each bin were quantified. Vessel length, volume, and branch points were analyzed using Imaris imaging software.

gprolifer and disgenet online database tools were used to analyze differentially expressed RNA Sequencing gene lists. Imaris was used to analyze blood vessel length and branching; surface-rendered images were generated to identify and measure individual vessels. GraphPad Prism software was used to determine the normality of each dataset (using the Shapiro–Wilk test and Kolmogorov–Smirnov Normality tests), and the appropriate parametric test was applied. Student’s t-tests and Mann–Whitney tests were calculated using Prism software. Significance was assumed when *p* < 0.05. The results of statistical tests (*p* values and sample sizes) are reported in Figure legends. All data are presented as mean ± SEM. Sample size estimates were not used. Spheroid data sets were blinded. Embryonic cortex data sets were not blinded.

## Supplementary information

Expanded View Table 1

Expanded View Table 2

Expanded View Table 3

Expanded View Table 4

Appendix

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Figure EV2T-X Source Data

Peer Review File

Expanded View Figures

## Data Availability

RNA-seq data have been deposited at NCBI Gene Expression Omnibus, GEO accession number GSE217364 are publicly available as of the publication date. No original code was created. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request. Further information and requests for resources and reagents should be directed to the Lead Contact, Caroline Alayne Pearson ().

# Supplementary material for: Foxp1 suppresses cortical angiogenesis and attenuates HIF-1alpha signaling to promote neural progenitor cell maintenance
**Source:** EMBO Rep. 2024 Apr 10;25(5):9. doi: 10.1038/s44319-024-00131-8
**Supplement:** Supplementary file 1 — Expanded View Table 1

**Table EV1. Top 80 upregulated genes in Foxp1<sup>ckO</sup> cortex at E12.5.**

| <b>Gene Name (Mus musculus)</b> | <b>Fold change</b> | <b>P value</b> | <b>Description</b>                                                                                                                 |
|---------------------------------|--------------------|----------------|------------------------------------------------------------------------------------------------------------------------------------|
| Ddn                             | 6.65539649         | 4.34E-09       | dendrin [Source:MGI Symbol;Acc:MGI:108101]                                                                                         |
| Gm29683                         | 5.55131856         | 0.00081083     | predicted gene, 29683 [Source:MGI Symbol;Acc:MGI:5588842]                                                                          |
| Gm15283                         | 4.01183319         | 1.66E-15       | predicted gene 15283 [Source:MGI Symbol;Acc:MGI:3705161]                                                                           |
| F630040K05Rik                   | 3.98810861         | 3.55E-52       | RIKEN cDNA F630040K05 gene [Source:MGI Symbol;Acc:MGI:4437734]                                                                     |
| Rasgef1a                        | 3.27179303         | 0.00053465     | RasGEF domain family, member 1A [Source:MGI Symbol;Acc:MGI:1917977]                                                                |
| CT010460.2                      | 3.11608167         | 0.00193561     |                                                                                                                                    |
| Fam19a1                         | 3.0666215          | 0.00070148     | family with sequence similarity 19, member A1 [Source:MGI Symbol;Acc:MGI:2443695]                                                  |
| Esm1                            | 2.829631           | 3.05E-11       | endothelial cell-specific molecule 1 [Source:MGI Symbol;Acc:MGI:1918940]                                                           |
| Kcne3                           | 2.57756205         | 3.81E-15       | potassium voltage-gated channel, Isk-related subfamily, gene 3 [Source:MGI Symbol;Acc:MGI:1891124]                                 |
| Mctp1                           | 2.51954838         | 9.53E-06       | multiple C2 domains, transmembrane 1 [Source:MGI Symbol;Acc:MGI:1926021]                                                           |
| Adm                             | 2.50655921         | 1.12E-10       | adrenomedullin [Source:MGI Symbol;Acc:MGI:108058]                                                                                  |
| Ciart                           | 2.48310475         | 6.80E-09       | circadian associated repressor of transcription [Source:MGI Symbol;Acc:MGI:2684975]                                                |
| Egr3                            | 2.39720897         | 0.00041827     | early growth response 3 [Source:MGI Symbol;Acc:MGI:1306780]                                                                        |
| Angpt2                          | 2.37654774         | 8.90E-12       | angiopoietin 2 [Source:MGI Symbol;Acc:MGI:1202890]                                                                                 |
| Cntnap1                         | 2.30991797         | 0.00022566     | contactin associated protein-like 1 [Source:MGI Symbol;Acc:MGI:1858201]                                                            |
| Caln1                           | 2.29886844         | 0.00070511     | calneuron 1 [Source:MGI Symbol;Acc:MGI:2155987]                                                                                    |
| Bnip3                           | 2.22446793         | 4.69E-35       | BCL2/adenovirus E1B interacting protein 3 [Source:MGI Symbol;Acc:MGI:109326]                                                       |
| Rps3a2                          | 2.18806411         | 8.52E-07       | ribosomal protein S3A2 [Source:MGI Symbol;Acc:MGI:3642853]                                                                         |
| Serpine1                        | 2.15823855         | 3.73E-06       | serine (or cysteine) peptidase inhibitor, clade E, member 1 [Source:MGI Symbol;Acc:MGI:97608]                                      |
| Slc16a3                         | 2.1459402          | 1.88E-12       | solute carrier family 16 (monocarboxylic acid transporters), member 3 [Source:MGI Symbol;Acc:MGI:1933438]                          |
| Hpcal4                          | 2.07681771         | 0.00122888     | hippocalcin-like 4 [Source:MGI Symbol;Acc:MGI:2157521]                                                                             |
| Otof                            | 2.07208059         | 0.00195399     | otoferlin [Source:MGI Symbol;Acc:MGI:1891247]                                                                                      |
| Plppr4                          | 2.02429672         | 7.38E-06       | phospholipid phosphatase related 4 [Source:MGI Symbol;Acc:MGI:106530]                                                              |
| 8430408G22Rik                   | 1.98774221         | 7.16E-10       | RIKEN cDNA 8430408G22 gene [Source:MGI Symbol;Acc:MGI:1918730]                                                                     |
| Ackr2                           | 1.90982731         | 2.87E-07       | atypical chemokine receptor 2 [Source:MGI Symbol;Acc:MGI:1891697]                                                                  |
| Vegfa                           | 1.82627743         | 1.54E-36       | vascular endothelial growth factor A [Source:MGI Symbol;Acc:MGI:103178]                                                            |
| P4ha2                           | 1.79677903         | 0.00012164     | procollagen-proline, 2-oxoglutarate 4-dioxygenase (proline 4-hydroxylase), alpha II polypeptide [Source:MGI Symbol;Acc:MGI:894286] |

|               |            |            |                                                                                                   |
|---------------|------------|------------|---------------------------------------------------------------------------------------------------|
| Igfbp3        | 1.79406457 | 1.44E-11   | insulin-like growth factor binding protein 3 [Source:MGI Symbol;Acc:MGI:96438]                    |
| Grm5          | 1.79178696 | 1.11E-05   | glutamate receptor, metabotropic 5 [Source:MGI Symbol;Acc:MGI:1351342]                            |
| Pfkip         | 1.78998445 | 4.81E-13   | phosphofructokinase, platelet [Source:MGI Symbol;Acc:MGI:1891833]                                 |
| Rgs4          | 1.78474484 | 3.20E-05   | regulator of G-protein signaling 4 [Source:MGI Symbol;Acc:MGI:108409]                             |
| Pdk1          | 1.76402988 | 1.35E-17   | pyruvate dehydrogenase kinase, isoenzyme 1 [Source:MGI Symbol;Acc:MGI:1926119]                    |
| Stc2          | 1.76397292 | 4.01E-05   | stanniocalcin 2 [Source:MGI Symbol;Acc:MGI:1316731]                                               |
| Ier3          | 1.76376615 | 1.49E-05   | immediate early response 3 [Source:MGI Symbol;Acc:MGI:104814]                                     |
| Coch          | 1.73031956 | 0.00067348 | cochlin [Source:MGI Symbol;Acc:MGI:1278313]                                                       |
| A2m           | 1.70106531 | 1.59E-06   | alpha-2-macroglobulin [Source:MGI Symbol;Acc:MGI:2449119]                                         |
| Cacna1i       | 1.68718652 | 0.00097619 | calcium channel, voltage-dependent, alpha 1I subunit [Source:MGI Symbol;Acc:MGI:2178051]          |
| Sptbn4        | 1.68218143 | 7.86E-05   | spectrin beta, non-erythrocytic 4 [Source:MGI Symbol;Acc:MGI:1890574]                             |
| Gpr158        | 1.66897042 | 0.00028633 | G protein-coupled receptor 158 [Source:MGI Symbol;Acc:MGI:2441697]                                |
| Spock3        | 1.6566705  | 0.00053719 | sparc/osteonectin, cwcv and kazal-like domains proteoglycan 3 [Source:MGI Symbol;Acc:MGI:1920152] |
| Gm996         | 1.65486028 | 3.27E-05   | predicted gene 996 [Source:MGI Symbol;Acc:MGI:2685842]                                            |
| Caly          | 1.65031118 | 0.00020828 | calcyon neuron-specific vesicular protein [Source:MGI Symbol;Acc:MGI:1915816]                     |
| Faim2         | 1.63361551 | 1.74E-05   | Fas apoptotic inhibitory molecule 2 [Source:MGI Symbol;Acc:MGI:1919643]                           |
| Plppr5        | 1.61519519 | 1.47E-06   | phospholipid phosphatase related 5 [Source:MGI Symbol;Acc:MGI:1923019]                            |
| Lgi1          | 1.60916945 | 2.20E-05   | leucine-rich repeat LGI family, member 1 [Source:MGI Symbol;Acc:MGI:1861691]                      |
| Ptpn          | 1.60844122 | 0.00102085 | protein tyrosine phosphatase, receptor type, N [Source:MGI Symbol;Acc:MGI:102765]                 |
| Grin1         | 1.57363908 | 1.11E-05   | glutamate receptor, ionotropic, NMDA1 (zeta 1) [Source:MGI Symbol;Acc:MGI:95819]                  |
| Tfap2d        | 1.57185471 | 4.32E-07   | transcription factor AP-2, delta [Source:MGI Symbol;Acc:MGI:2153466]                              |
| Gipr          | 1.55868747 | 1.49E-06   | gastric inhibitory polypeptide receptor [Source:MGI Symbol;Acc:MGI:1352753]                       |
| Gt(ROSA)26Sor | 1.54378507 | 7.36E-16   | gene trap ROSA 26, Philippe Soriano [Source:MGI Symbol;Acc:MGI:104735]                            |
| Ppp1r14c      | 1.53532665 | 2.29E-06   | protein phosphatase 1, regulatory (inhibitor) subunit 14c [Source:MGI Symbol;Acc:MGI:1923392]     |
| Pitpnm3       | 1.53304006 | 0.00089264 | PITPNM family member 3 [Source:MGI Symbol;Acc:MGI:2685726]                                        |
| Vldlr         | 1.5304937  | 4.82E-08   | very low density lipoprotein receptor [Source:MGI Symbol;Acc:MGI:98935]                           |
| Ddit4         | 1.52883808 | 7.82E-07   | DNA-damage-inducible transcript 4 [Source:MGI Symbol;Acc:MGI:1921997]                             |
| Grin2b        | 1.52478075 | 5.74E-05   | glutamate receptor, ionotropic, NMDA2B (epsilon 2) [Source:MGI Symbol;Acc:MGI:95821]              |
| Fstl4         | 1.52292707 | 0.00011112 | folliculin-like 4 [Source:MGI Symbol;Acc:MGI:2443199]                                             |

|          |            |            |                                                                                                                                  |
|----------|------------|------------|----------------------------------------------------------------------------------------------------------------------------------|
| Tnfaip3  | 1.52240613 | 9.99E-06   | tumor necrosis factor, alpha-induced protein 3 [Source:MGI Symbol;Acc:MGI:1196377]                                               |
| Flt1     | 1.52183643 | 3.06E-09   | FMS-like tyrosine kinase 1 [Source:MGI Symbol;Acc:MGI:95558]                                                                     |
| Arpp21   | 1.51578087 | 2.12E-06   | cyclic AMP-regulated phosphoprotein, 21 [Source:MGI Symbol;Acc:MGI:107562]                                                       |
| Pfkfb3   | 1.50878807 | 3.17E-06   | 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3 [Source:MGI Symbol;Acc:MGI:2181202]                                        |
| Ndufa4l2 | 1.48736539 | 0.00014423 | NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 4-like 2 [Source:MGI Symbol;Acc:MGI:3039567]                                 |
| Ablim3   | 1.47532395 | 0.00069143 | actin binding LIM protein family, member 3 [Source:MGI Symbol;Acc:MGI:2442582]                                                   |
| C1ql3    | 1.45828294 | 0.00160106 | C1q-like 3 [Source:MGI Symbol;Acc:MGI:2387350]                                                                                   |
| Unc80    | 1.45537429 | 0.00113367 | unc-80, NALCN activator [Source:MGI Symbol;Acc:MGI:2652882]                                                                      |
| Pde8b    | 1.44773377 | 4.92E-06   | phosphodiesterase 8B [Source:MGI Symbol;Acc:MGI:2443999]                                                                         |
| Aldh1l1  | 1.4451944  | 0.00036134 | aldehyde dehydrogenase 1 family, member L1 [Source:MGI Symbol;Acc:MGI:1340024]                                                   |
| Camk2b   | 1.43892756 | 7.04E-07   | calcium/calmodulin-dependent protein kinase II, beta [Source:MGI Symbol;Acc:MGI:88257]                                           |
| Dync1i1  | 1.43545093 | 1.85E-06   | dynein cytoplasmic 1 intermediate chain 1 [Source:MGI Symbol;Acc:MGI:107743]                                                     |
| Lhfp13   | 1.43425078 | 0.0008372  | lipoma HMGIC fusion partner-like 3 [Source:MGI Symbol;Acc:MGI:1925076]                                                           |
| Rimbp2   | 1.43058043 | 0.00137117 | RIMS binding protein 2 [Source:MGI Symbol;Acc:MGI:2443235]                                                                       |
| Prelid2  | 1.4273582  | 5.63E-08   | PRELI domain containing 2 [Source:MGI Symbol;Acc:MGI:1924869]                                                                    |
| Scg2     | 1.42037754 | 1.98E-05   | secretogranin II [Source:MGI Symbol;Acc:MGI:103033]                                                                              |
| Ntsr1    | 1.41471679 | 0.00025169 | neurotensin receptor 1 [Source:MGI Symbol;Acc:MGI:97386]                                                                         |
| Eef1a2   | 1.40776743 | 6.59E-06   | eukaryotic translation elongation factor 1 alpha 2 [Source:MGI Symbol;Acc:MGI:1096317]                                           |
| Egln3    | 1.39567427 | 4.49E-05   | egl-9 family hypoxia-inducible factor 3 [Source:MGI Symbol;Acc:MGI:1932288]                                                      |
| Ndrp1    | 1.3872471  | 0.00018288 | N-myc downstream regulated gene 1 [Source:MGI Symbol;Acc:MGI:1341799]                                                            |
| Adap1    | 1.38600031 | 0.00100473 | ArfGAP with dual PH domains 1 [Source:MGI Symbol;Acc:MGI:2442201]                                                                |
| Rgs6     | 1.38567624 | 0.00068082 | regulator of G-protein signaling 6 [Source:MGI Symbol;Acc:MGI:1354730]                                                           |
| P4ha1    | 1.36681882 | 4.75E-09   | procollagen-proline, 2-oxoglutarate 4-dioxygenase (proline 4-hydroxylase), alpha 1 polypeptide [Source:MGI Symbol;Acc:MGI:97463] |
| Adora2a  | 1.36165565 | 0.00130986 | adenosine A2a receptor [Source:MGI Symbol;Acc:MGI:99402]                                                                         |

# Supplementary material for: Foxp1 suppresses cortical angiogenesis and attenuates HIF-1alpha signaling to promote neural progenitor cell maintenance
**Source:** EMBO Rep. 2024 Apr 10;25(5):9. doi: 10.1038/s44319-024-00131-8
**Supplement:** Supplementary file 2 — Expanded View Table 2

**Table EV2. Top 80 downregulated genes in Foxp1<sup>ckO</sup> cortex at E12.5.**

| <i>Gene Name (Mus musculus)</i> | <i>Fold change</i> | <i>P value</i> | <i>Description</i>                                                                                                         |
|---------------------------------|--------------------|----------------|----------------------------------------------------------------------------------------------------------------------------|
| Gm21887                         | -1.7454143         | 2.93E-05       | predicted gene, 21887 [Source:MGI Symbol;Acc:MGI:5434051]                                                                  |
| Txnip                           | -1.73318           | 3.03E-12       | thioredoxin interacting protein [Source:MGI Symbol;Acc:MGI:1889549]                                                        |
| C030037D09Rik                   | -1.6809915         | 2.74E-05       | RIKEN cDNA C030037D09 gene [Source:MGI Symbol;Acc:MGI:1924865]                                                             |
| AA465934                        | -1.6576161         | 4.33E-05       | expressed sequence AA465934 [Source:MGI Symbol;Acc:MGI:2671018]                                                            |
| 9930014A18Rik                   | -1.1108228         | 0.00056841     | RIKEN cDNA 9930014A18 gene [Source:MGI Symbol;Acc:MGI:2444091]                                                             |
| Ccne1                           | -1.1039293         | 1.22E-05       | cyclin E1 [Source:MGI Symbol;Acc:MGI:88316]                                                                                |
| 1600010M07Rik                   | -1.0650143         | 0.00184514     | RIKEN cDNA 1600010M07 gene [Source:MGI Symbol;Acc:MGI:1917031]                                                             |
| Il31ra                          | -0.9216888         | 1.40E-14       | interleukin 31 receptor A [Source:MGI Symbol;Acc:MGI:2180511]                                                              |
| Snapc5                          | -0.8809404         | 4.82E-08       | small nuclear RNA activating complex, polypeptide 5 [Source:MGI Symbol;Acc:MGI:1914282]                                    |
| Gm15564                         | -0.8262105         | 1.63E-06       | predicted gene 15564 [Source:MGI Symbol;Acc:MGI:3783013]                                                                   |
| Rpp25l                          | -0.8001076         | 0.0001774      | ribonuclease P/MRP 25 subunit-like [Source:MGI Symbol;Acc:MGI:1917211]                                                     |
| Gm4430                          | -0.7812544         | 0.00072593     | predicted gene 4430 [Source:MGI Symbol;Acc:MGI:3782614]                                                                    |
| 4930427A07Rik                   | -0.7579571         | 4.38E-05       | RIKEN cDNA 4930427A07 gene [Source:MGI Symbol;Acc:MGI:2144738]                                                             |
| Dhrs4                           | -0.7578561         | 0.00076148     | dehydrogenase/reductase (SDR family) member 4 [Source:MGI Symbol;Acc:MGI:90169]                                            |
| Rfc4                            | -0.7527353         | 2.59E-05       | replication factor C (activator 1) 4 [Source:MGI Symbol;Acc:MGI:2146571]                                                   |
| Mcur1                           | -0.7456268         | 0.00075977     | mitochondrial calcium uniporter regulator 1 [Source:MGI Symbol;Acc:MGI:1923387]                                            |
| Ung                             | -0.7436174         | 0.00051431     | uracil DNA glycosylase [Source:MGI Symbol;Acc:MGI:109352]                                                                  |
| Rps3a1                          | -0.7167743         | 0.00015373     | ribosomal protein S3A1 [Source:MGI Symbol;Acc:MGI:1202063]                                                                 |
| Slc25a10                        | -0.7167095         | 2.32E-05       | solute carrier family 25 (mitochondrial carrier, dicarboxylate transporter), member 10 [Source:MGI Symbol;Acc:MGI:1353497] |
| Ide                             | -0.7047055         | 0.00040817     | insulin degrading enzyme [Source:MGI Symbol;Acc:MGI:96412]                                                                 |
| Rcc1                            | -0.6926344         | 0.00028344     | regulator of chromosome condensation 1 [Source:MGI Symbol;Acc:MGI:1913989]                                                 |
| 2310011J03Rik                   | -0.690648          | 0.00195057     | RIKEN cDNA 2310011J03 gene [Source:MGI Symbol;Acc:MGI:1913624]                                                             |
| Prdx1                           | -0.6842499         | 0.00053835     | peroxiredoxin 1 [Source:MGI Symbol;Acc:MGI:99523]                                                                          |
| Myb                             | -0.6799152         | 0.00090893     | myeloblastosis oncogene [Source:MGI Symbol;Acc:MGI:97249]                                                                  |
| Pno1                            | -0.6761335         | 1.35E-05       | partner of NOB1 homolog [Source:MGI Symbol;Acc:MGI:1913499]                                                                |
| Tyms                            | -0.6738263         | 8.02E-05       | thymidylate synthase [Source:MGI Symbol;Acc:MGI:98878]                                                                     |

|            |            |            |                                                                                                        |
|------------|------------|------------|--------------------------------------------------------------------------------------------------------|
| Arrdc4     | -0.6635273 | 2.16E-05   | arrestin domain containing 4 [Source:MGI Symbol;Acc:MGI:1913662]                                       |
| Lsm5       | -0.6616134 | 0.00048587 | LSM5 homolog, U6 small nuclear RNA and mRNA degradation associated [Source:MGI Symbol;Acc:MGI:1913623] |
| Fam72a     | -0.6612573 | 0.00018603 | family with sequence similarity 72, member A [Source:MGI Symbol;Acc:MGI:1919669]                       |
| Amd1       | -0.6491136 | 0.00060853 | S-adenosylmethionine decarboxylase 1 [Source:MGI Symbol;Acc:MGI:88004]                                 |
| Prx        | -0.638529  | 0.00076685 | periaxin [Source:MGI Symbol;Acc:MGI:108176]                                                            |
| Gesh       | -0.6369482 | 0.00137435 | glycine cleavage system protein H (aminomethyl carrier) [Source:MGI Symbol;Acc:MGI:1915383]            |
| Dut        | -0.6356397 | 0.00034822 | deoxyuridine triphosphatase [Source:MGI Symbol;Acc:MGI:1346051]                                        |
| AC165092.1 | -0.6350126 | 0.00127199 |                                                                                                        |
| Fanca      | -0.6278163 | 0.0012161  | Fanconi anemia, complementation group A [Source:MGI Symbol;Acc:MGI:1341823]                            |
| Pcna       | -0.6278124 | 0.00050695 | proliferating cell nuclear antigen [Source:MGI Symbol;Acc:MGI:97503]                                   |
| Akr1b3     | -0.6113962 | 0.00011939 | aldo-keto reductase family 1, member B3 (aldose reductase) [Source:MGI Symbol;Acc:MGI:1353494]         |
| Aurka      | -0.6080558 | 0.00152722 | aurora kinase A [Source:MGI Symbol;Acc:MGI:894678]                                                     |
| Prokr1     | -0.6043059 | 0.00037827 | prokineticin receptor 1 [Source:MGI Symbol;Acc:MGI:1929676]                                            |
| Ccdc25     | -0.5995813 | 3.90E-07   | coiled-coil domain containing 25 [Source:MGI Symbol;Acc:MGI:1914429]                                   |
| Pclaf      | -0.5913014 | 2.02E-05   | PCNA clamp associated factor [Source:MGI Symbol;Acc:MGI:1915276]                                       |
| Timm22     | -0.5798368 | 7.52E-05   | translocase of inner mitochondrial membrane 22 [Source:MGI Symbol;Acc:MGI:1929742]                     |
| Cycs       | -0.578209  | 1.86E-05   | cytochrome c, somatic [Source:MGI Symbol;Acc:MGI:88578]                                                |
| Dhfr       | -0.5775575 | 0.00042771 | dihydrofolate reductase [Source:MGI Symbol;Acc:MGI:94890]                                              |
| Utp6       | -0.5743641 | 0.00065969 | UTP6 small subunit processome component [Source:MGI Symbol;Acc:MGI:2445193]                            |
| Mrpl12     | -0.5672068 | 7.76E-05   | mitochondrial ribosomal protein L12 [Source:MGI Symbol;Acc:MGI:1926273]                                |
| Tbl3       | -0.5631961 | 0.00135835 | transducin (beta)-like 3 [Source:MGI Symbol;Acc:MGI:2384863]                                           |
| Umps       | -0.5599798 | 0.00191753 | uridine monophosphate synthetase [Source:MGI Symbol;Acc:MGI:1298388]                                   |
| Larp7      | -0.5587161 | 7.48E-06   | La ribonucleoprotein domain family, member 7 [Source:MGI Symbol;Acc:MGI:107634]                        |
| Pole3      | -0.5569267 | 0.00156599 | polymerase (DNA directed), epsilon 3 (p17 subunit) [Source:MGI Symbol;Acc:MGI:1933378]                 |
| Ahcy       | -0.5559686 | 2.52E-06   | S-adenosylhomocysteine hydrolase [Source:MGI Symbol;Acc:MGI:87968]                                     |
| Rrm2       | -0.5538147 | 2.64E-05   | ribonucleotide reductase M2 [Source:MGI Symbol;Acc:MGI:98181]                                          |
| Wdhd1      | -0.5485145 | 0.00115459 | WD repeat and HMG-box DNA binding protein 1 [Source:MGI Symbol;Acc:MGI:2443514]                        |
| Slbp       | -0.5479877 | 0.00032909 | stem-loop binding protein [Source:MGI Symbol;Acc:MGI:108402]                                           |

|               |            |            |                                                                                                                     |
|---------------|------------|------------|---------------------------------------------------------------------------------------------------------------------|
| Rfc3          | -0.5449692 | 1.38E-06   | replication factor C (activator 1) 3 [Source:MGI Symbol;Acc:MGI:1916513]                                            |
| Cdc6          | -0.5439973 | 0.00125598 | cell division cycle 6 [Source:MGI Symbol;Acc:MGI:1345150]                                                           |
| Tubd1         | -0.5430312 | 0.00131465 | tubulin, delta 1 [Source:MGI Symbol;Acc:MGI:1891826]                                                                |
| Ppa1          | -0.5374194 | 2.60E-08   | pyrophosphatase (inorganic) 1 [Source:MGI Symbol;Acc:MGI:97831]                                                     |
| Spdl1         | -0.5369133 | 5.73E-05   | spindle apparatus coiled-coil protein 1 [Source:MGI Symbol;Acc:MGI:1917635]                                         |
| Limd2         | -0.5353452 | 0.00029489 | LIM domain containing 2 [Source:MGI Symbol;Acc:MGI:1915053]                                                         |
| Rrm1          | -0.5334689 | 0.00046298 | ribonucleotide reductase M1 [Source:MGI Symbol;Acc:MGI:98180]                                                       |
| 2310033P09Rik | -0.5333676 | 0.00183879 | RIKEN cDNA 2310033P09 gene [Source:MGI Symbol;Acc:MGI:1915112]                                                      |
| Atp5k         | -0.5296294 | 8.18E-05   | ATP synthase, H <sup>+</sup> transporting, mitochondrial F1F0 complex, subunit E [Source:MGI Symbol;Acc:MGI:106636] |
| Capza1        | -0.5262706 | 0.00175806 | capping protein (actin filament) muscle Z-line, alpha 1 [Source:MGI Symbol;Acc:MGI:106227]                          |
| Prim1         | -0.5248936 | 0.00178259 | DNA primase, p49 subunit [Source:MGI Symbol;Acc:MGI:97757]                                                          |
| Itpa          | -0.5246876 | 0.00013457 | inosine triphosphatase (nucleoside triphosphate pyrophosphatase) [Source:MGI Symbol;Acc:MGI:96622]                  |
| Psmc5         | -0.5232555 | 0.00036823 | protease (prosome, macropain) 26S subunit, ATPase 5 [Source:MGI Symbol;Acc:MGI:105047]                              |
| Hmgn2         | -0.5217042 | 0.00024074 | high mobility group nucleosomal binding domain 2 [Source:MGI Symbol;Acc:MGI:96136]                                  |
| Phf5a         | -0.5197565 | 0.00162192 | PHD finger protein 5A [Source:MGI Symbol;Acc:MGI:2156864]                                                           |
| Nudcd2        | -0.5191933 | 0.00146025 | NudC domain containing 2 [Source:MGI Symbol;Acc:MGI:1277103]                                                        |
| Alyref        | -0.5186022 | 1.03E-05   | Aly/REF export factor [Source:MGI Symbol;Acc:MGI:1341044]                                                           |
| Tsfm          | -0.5173147 | 0.00064066 | Ts translation elongation factor, mitochondrial [Source:MGI Symbol;Acc:MGI:1913649]                                 |
| Heatr1        | -0.5163531 | 0.00069873 | HEAT repeat containing 1 [Source:MGI Symbol;Acc:MGI:2442524]                                                        |
| Cenpu         | -0.5144973 | 0.00123    | centromere protein U [Source:MGI Symbol;Acc:MGI:1919126]                                                            |
| Dnajc9        | -0.5127613 | 0.00166414 | DnaJ heat shock protein family (Hsp40) member C9 [Source:MGI Symbol;Acc:MGI:1915326]                                |
| Arpe5l        | -0.5114661 | 6.27E-05   | actin related protein 2/3 complex, subunit 5-like [Source:MGI Symbol;Acc:MGI:1921442]                               |
| Pola1         | -0.5094492 | 2.19E-06   | polymerase (DNA directed), alpha 1 [Source:MGI Symbol;Acc:MGI:99660]                                                |
| Ppil1         | -0.5067604 | 9.25E-05   | peptidylprolyl isomerase (cyclophilin)-like 1 [Source:MGI Symbol;Acc:MGI:1916066]                                   |
| Abcf2         | -0.5054141 | 0.00140308 | ATP-binding cassette, sub-family F (GCN20), member 2 [Source:MGI Symbol;Acc:MGI:1351657]                            |
| Erh           | -0.5036326 | 0.00135281 | enhancer of rudimentary homolog (Drosophila) [Source:MGI Symbol;Acc:MGI:108089]                                     |

# Supplementary material for: Foxp1 suppresses cortical angiogenesis and attenuates HIF-1alpha signaling to promote neural progenitor cell maintenance
**Source:** EMBO Rep. 2024 Apr 10;25(5):9. doi: 10.1038/s44319-024-00131-8
**Supplement:** Supplementary file 3 — Expanded View Table 3

**Table EV3 Top 25 subcellular compartments associated with downregulated genes in Foxp1cKO cortex at E12.5.**

| <b>Subcellular Localization (Compartment)</b>                  | <b>Strength</b> |
|----------------------------------------------------------------|-----------------|
| Cyclin E1-CDK2 complex                                         | 2.38            |
| Alpha DNA polymerase:primase complex                           | 2.26            |
| DNA replication factor C complex                               | 2.08            |
| Ctf18 RFC-like complex                                         | 2.01            |
| Cytosolic proteasome complex                                   | 1.9             |
| DNA polymerase complex                                         | 1.76            |
| Nuclear replication fork                                       | 1.71            |
| Replisome                                                      | 1.65            |
| Replication fork                                               | 1.59            |
| Cyclin-dependent protein kinase holoenzyme complex             | 1.44            |
| Small nuclear ribonucleoprotein complex                        | 1.25            |
| DNA-directed RNA polymerase complex                            | 1.19            |
| Serine/threonine protein kinase complex                        | 1.15            |
| Transferase complex, transferring phosphorus-containing groups | 1.02            |
| Nuclear chromosome                                             | 0.87            |
| Chromosome                                                     | 0.73            |
| Ribonucleoprotein complex                                      | 0.73            |
| Transferase complex                                            | 0.63            |
| Intracellular organelle lumen                                  | 0.6             |
| Nuclear lumen                                                  | 0.58            |
| Mitochondrion                                                  | 0.53            |
| Catalytic complex                                              | 0.49            |
| Intracellular non-membrane-bounded organelle                   | 0.45            |
| Cytosol                                                        | 0.45            |
| Nucleus                                                        | 0.43            |

# Supplementary material for: Foxp1 suppresses cortical angiogenesis and attenuates HIF-1alpha signaling to promote neural progenitor cell maintenance
**Source:** EMBO Rep. 2024 Apr 10;25(5):9. doi: 10.1038/s44319-024-00131-8
**Supplement:** Supplementary file 4 — Expanded View Table 4

**Table EV4 Top 25 subcellular compartments associated with upregulated genes in Foxp1cKO cortex at E12.5.**

|                                                     |      |
|-----------------------------------------------------|------|
| 6-phosphofructokinase complex                       | 2.02 |
| Procollagen-proline 4-dioxygenase complex           | 2.02 |
| Dendritic branch                                    | 1.8  |
| NMDA selective glutamate receptor complex           | 1.6  |
| Glucose transporter complex                         | 1.6  |
| Growth factor complex                               | 1.32 |
| Synaptic cleft                                      | 1.3  |
| Hippocampal mossy fiber to CA3 synapse              | 1.27 |
| Calyx of Held                                       | 1.25 |
| Parallel fiber to Purkinje cell synapse             | 1.2  |
| Integral component of postsynaptic density membrane | 1.13 |
| Photoreceptor inner segment                         | 1.13 |
| Excitatory synapse                                  | 1.1  |
| Postsynaptic density membrane                       | 1.08 |
| Main axon                                           | 1.07 |
| Presynaptic active zone                             | 1.05 |
| Voltage-gated potassium channel complex             | 1.02 |
| Integral component of postsynaptic membrane         | 0.98 |
| Intrinsic component of synaptic membrane            | 0.95 |
| Integral component of synaptic membrane             | 0.95 |
| Presynaptic membrane                                | 0.95 |
| Intrinsic component of presynaptic membrane         | 0.95 |
| Integral component of presynaptic membrane          | 0.92 |
| Neuron to neuron synapse                            | 0.9  |
| Postsynaptic density                                | 0.89 |

# Supplementary material for: Foxp1 suppresses cortical angiogenesis and attenuates HIF-1alpha signaling to promote neural progenitor cell maintenance
**Source:** EMBO Rep. 2024 Apr 10;25(5):9. doi: 10.1038/s44319-024-00131-8
**Supplement:** Supplementary file 5 — Appendix

## **Appendix.**

### Table of Contents.

|                         |        |
|-------------------------|--------|
| Appendix Figure S1..... | page 2 |
| Appendix Figure S2..... | page 3 |

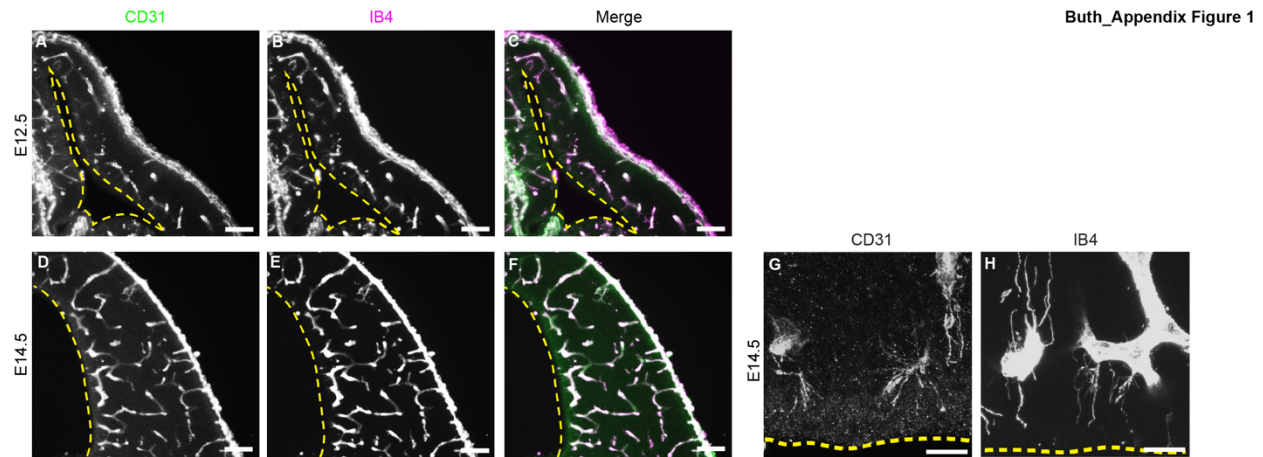

**Appendix Figure S1 CD31 and Isolectin B4 staining in the cortical vasculature.**

(A-C) Immunohistochemistry for CD31 and Isolectin B4 in the wildtype cortex at E12.5. (D-E) Immunohistochemistry for CD31 and Isolectin B4 in the wildtype cortex at E14.5. (G-H) High magnification images of filopodia labeled with CD31 and Isolectin B4 at the ventricular surface. Scale bars 100µm (A-F), 5 µm (G-H).

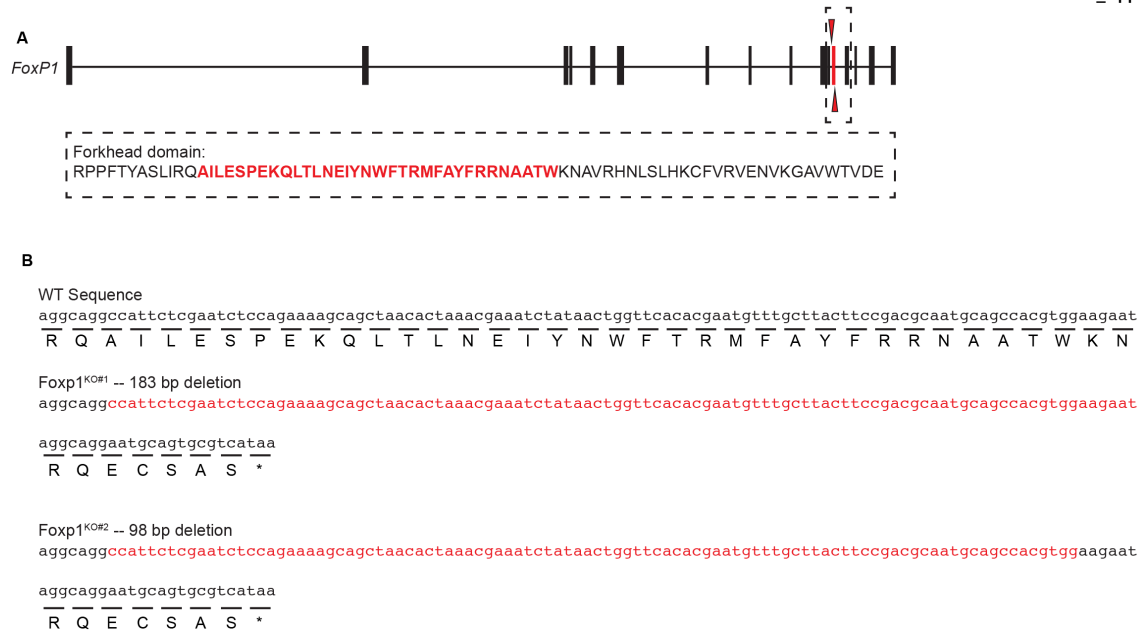

## Appendix Figure S2 Design and Sequencing of *Foxp1*<sup>KO</sup> mouse embryonic stem cell lines.

(A) Schematic of the mouse *Foxp1* gene. Boxed area denotes the forkhead domain, exon in red is the exon targeted for excision. The boxed area below is the protein sequence of the forkhead domain, and the red text represents the predicted region to be removed. (B) Sequencing results from wildtype, *Foxp1*<sup>KO#1</sup>, and *Foxp1*<sup>KO#2</sup> mouse embryonic stem cell lines. The red text represents the region excised.

# Supplementary material for: Foxp1 suppresses cortical angiogenesis and attenuates HIF-1alpha signaling to promote neural progenitor cell maintenance
**Source:** EMBO Rep. 2024 Apr 10;25(5):9. doi: 10.1038/s44319-024-00131-8
**Supplement:** Supplementary file 12 — Expanded View Figures

## Expanded View Figures

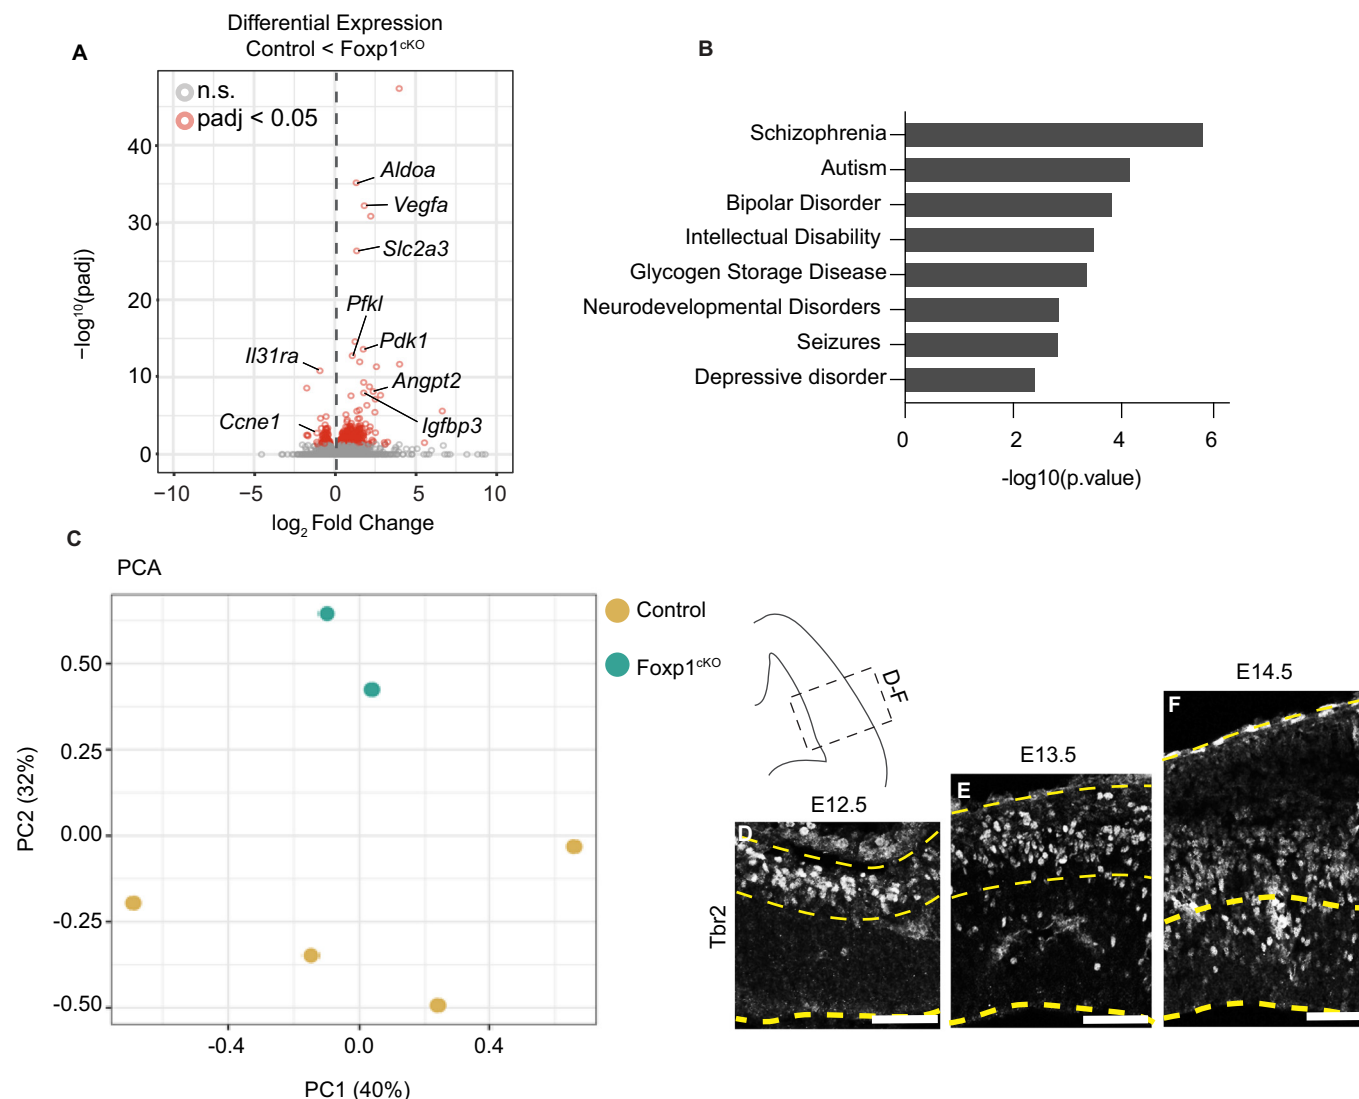

**Figure EV1. RNA Seq analysis of *Foxp1*<sup>ckO</sup> cortex.**

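In 1965 genes both libraries labelled Foxp1cKO were above all 4 controls, and in 2235 genes both were below. Together these are 24.6% of the genes, where 13.3% would separate this way by chance. Among the lower genes, Il31ra (ENSMUSG00000050377.8, chromosome 13, 112519898 to 112594360) had the smallest adjusted p, at 0.0604 (from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold change was -1.35 (standard error 0.171), and control 4 stood apart below the other controls. Txnip (ENSMUSG00000038393.14, chromosome 3, 96557957 to 96561883) fell from 65.3 ± 20.6 CPM (SD, n = 4) to 12.0 ± 0.0055 CPM (SD, n = 2). Its change was -2.45 (standard error 0.317, adjusted p = 0.0647 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The median log2 fold change of all genes was -0.0044.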

(A) Volcano plot of gene expression changes in the absence of *Foxp1* in E12.5 lateral cortex compared to control embryos. Gray circles denote non-significant gene changes (adjusted *p*-value > 0.05); red circles denote significantly differentially expressed genes (adjusted *p*-value < 0.05). (B) Human disorders associated with genes significantly misregulated in *Foxp1*<sup>ckO</sup> mutants at E12.5. 

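The first principal component (PC1) of the VST values of all genes, centred and not scaled, held 39.96% of the variance, PC2 held 32.5% and PC3 held 12.4%. On PC1, controls 1 to 4 scored -9.75, 5.31, 26.5 and -25.6, and the libraries labelled Foxp1cKO 1 and 2 scored 4.46 and -0.897, inside the range of the controls. On PC2, the controls scored -16.8, -12.3, -7.59 and -0.632, and the libraries labelled Foxp1cKO scored 22.3 and 15.1. The share of PC1 moved most with edgeR's log2 CPM in place of VST, to 31.6%.

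**Figure D4:**
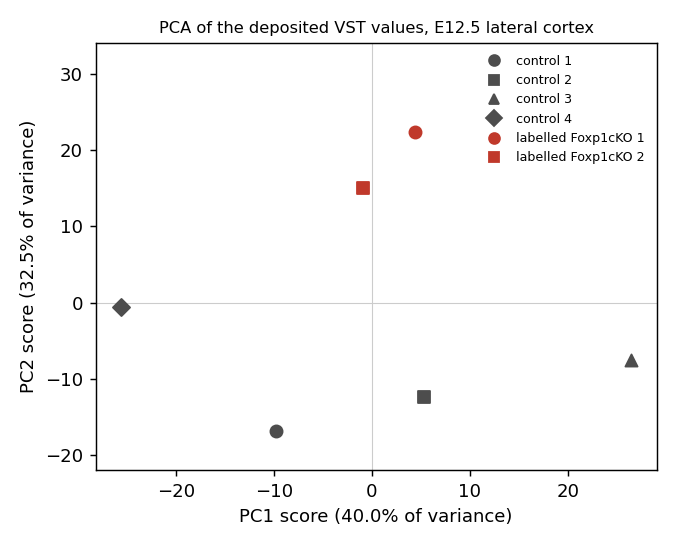
Scores of the 6 libraries on PC1 (39.96% of the variance) and PC2 (32.5%) of the VST values. Each point is a library; controls 3 and 4 lie at the ends of PC1, and the libraries labelled Foxp1cKO have the highest PC2 scores.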

(C) The principal component analysis (PCA) of control and *Foxp1*<sup>ckO</sup> mutants shows PC1 and PC2. (D–F) IHC for *Tbr2*<sup>+</sup> intermediate progenitors in wild-type cortex at E12.5, E13.5, and E14.5. Schematic denotes area imaged in (D–F). Scale bars 50  $\mu$ m. Data information: significance determined by ANOVA (A, B).

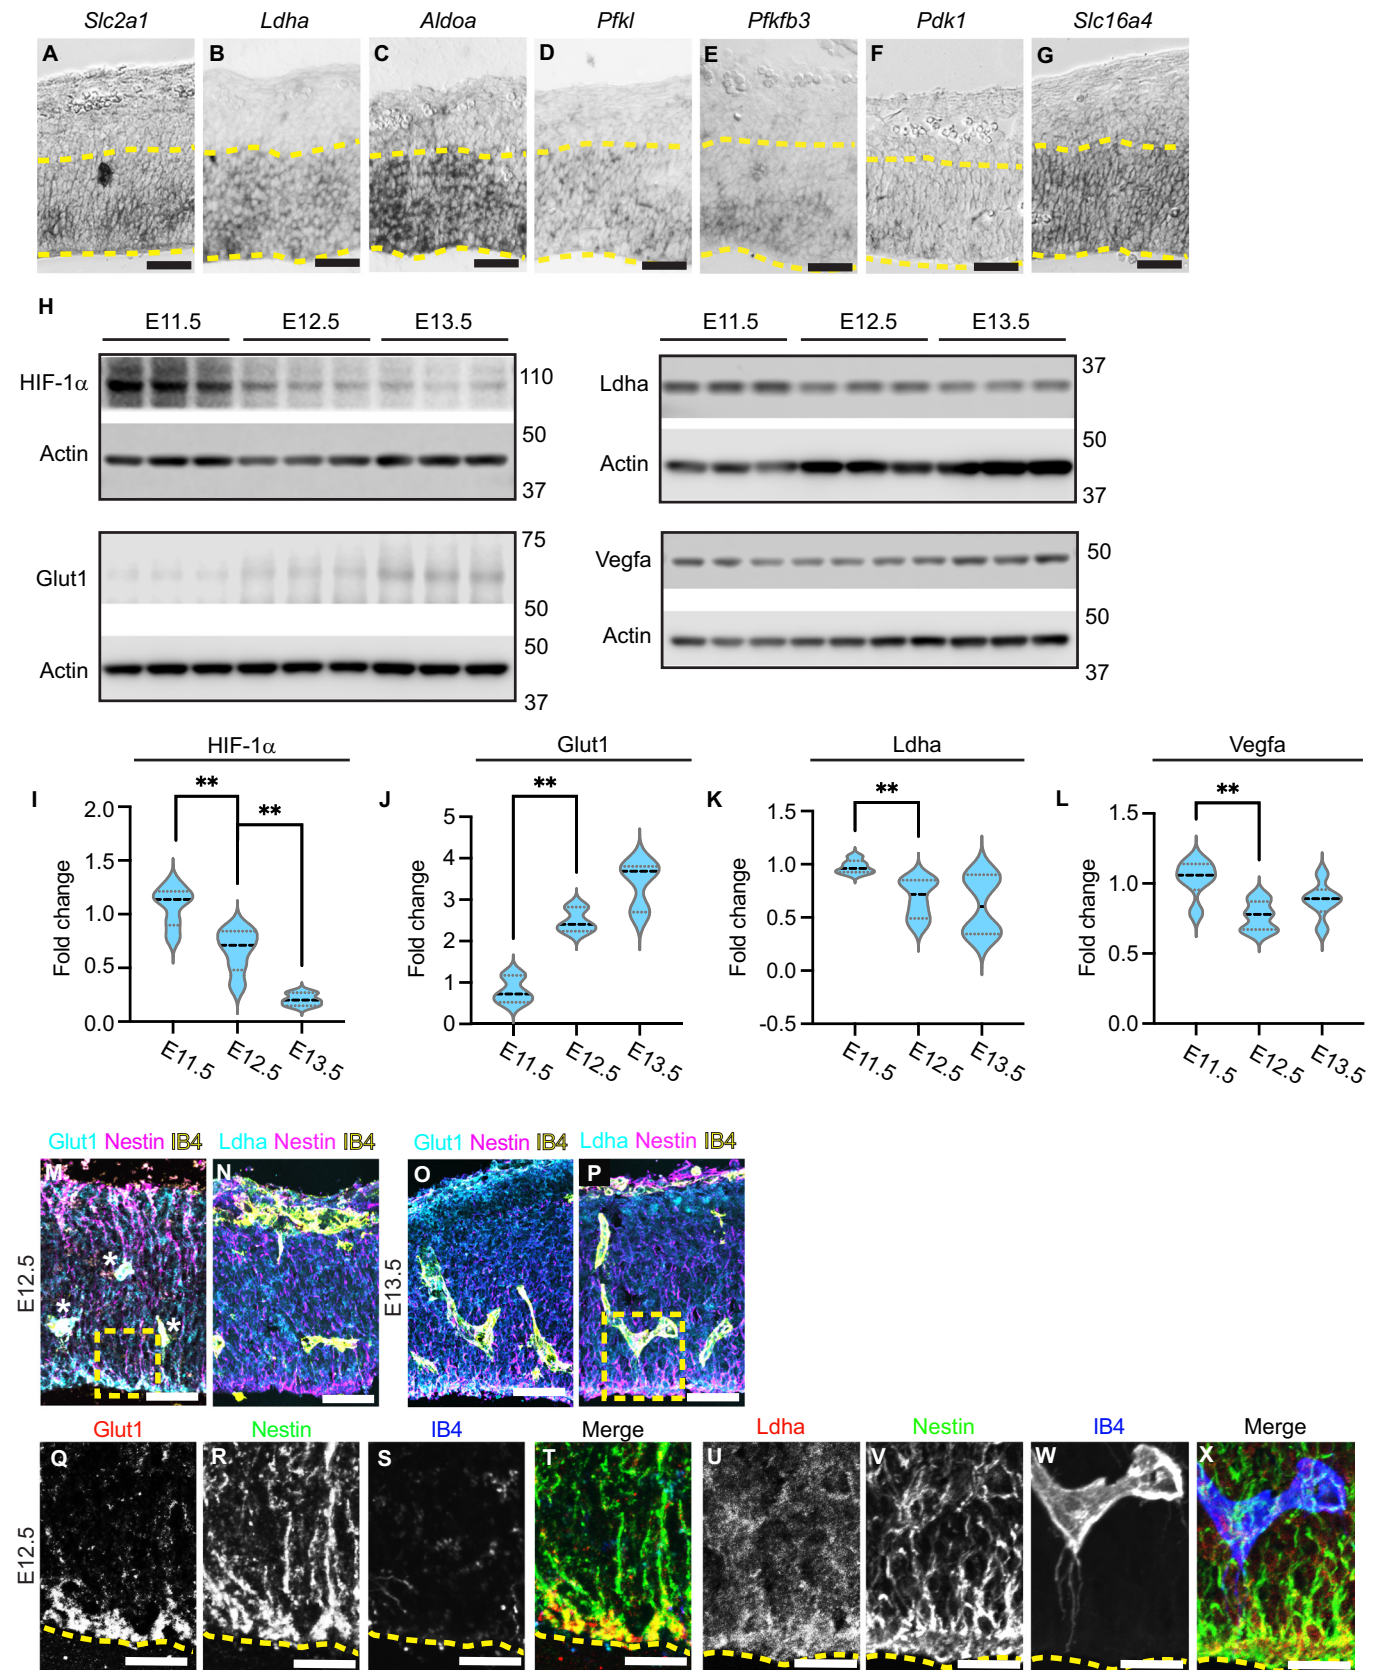

◀ **Figure EV2. HIF-1 $\alpha$  target gene expression in RG in the wild-type cortex.**

(A–G) Wild-type mRNA expression of glycolysis genes *Slc2a1*, *Ldha*, *Aldoa*, *Pfkfb3*, *Pdk1*, and *Slc16a4* in the wild-type lateral cortex at E12.5. (H) Western blot analysis of HIF-1 $\alpha$ , Glut1, Ldha, and Vegfa (with Beta Actin) in wild-type cortical lysates at E11.5, E12.5, E13.5. (I) Fold change of HIF-1 $\alpha$  levels normalized to Beta Actin between E11.5 and E13.5. (J) Fold change of Glut1 levels normalized to Beta Actin between E11.5 and E13.5. (K) Fold change of Ldha levels normalized to Beta Actin between E11.5 and E13.5. (L) Fold change of Vegfa levels normalized to Actin between E11.5 and E13.5. (M, N) IHC for Glut1 and Ldha with Isolectin B4, and Nestin at E12.5 in the wild-type cortex. (O, P) IHC for Glut1 or Ldha with Isolectin B4, and Nestin at E13.5 in the wild-type cortex. Boxed areas are magnified in (Q–X). (Q–T) High magnification image of IHC for Glut1 in Nestin+ RG at E12.5. Isolectin B4 labels blood vessels. (U–X) High magnification images of IHC for Ldha in Nestin+ RG at E13.5. Isolectin B4 labels blood vessels. Scale bars 50  $\mu$ m (A–K), 10  $\mu$ m (L–S). Data information:  $N = 5$ –9 embryos per time point, 3–6 replicates.  $p = 0.0039$  and  $0.0073$  (I).  $N = 5$ –9 embryos per time point, 3 replicates.  $p = 0.0028$  (J).  $N = 5$ –9 embryos per time point, 6 replicates.  $p = 0.0041$  (K).  $N = 5$ –9 embryos per time point, 6 replicates.  $p = 0.0017$  (L). All Student's t-tests. All data represented as mean  $\pm$  SEM. Source data are available online for this figure.

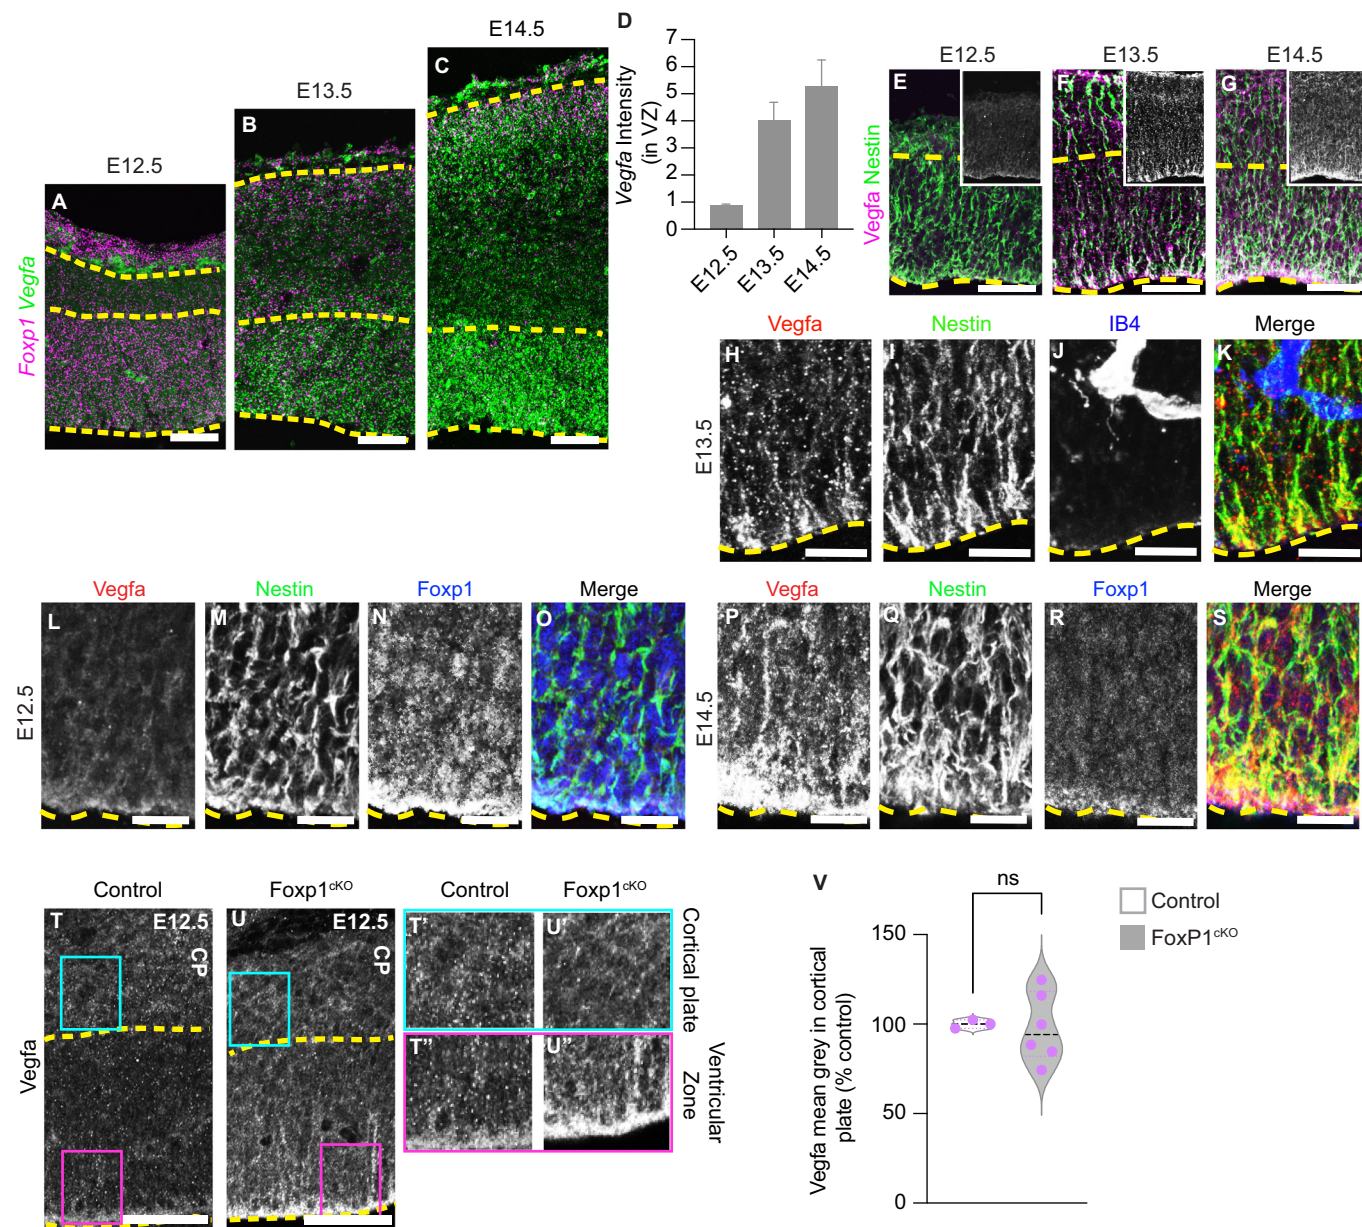

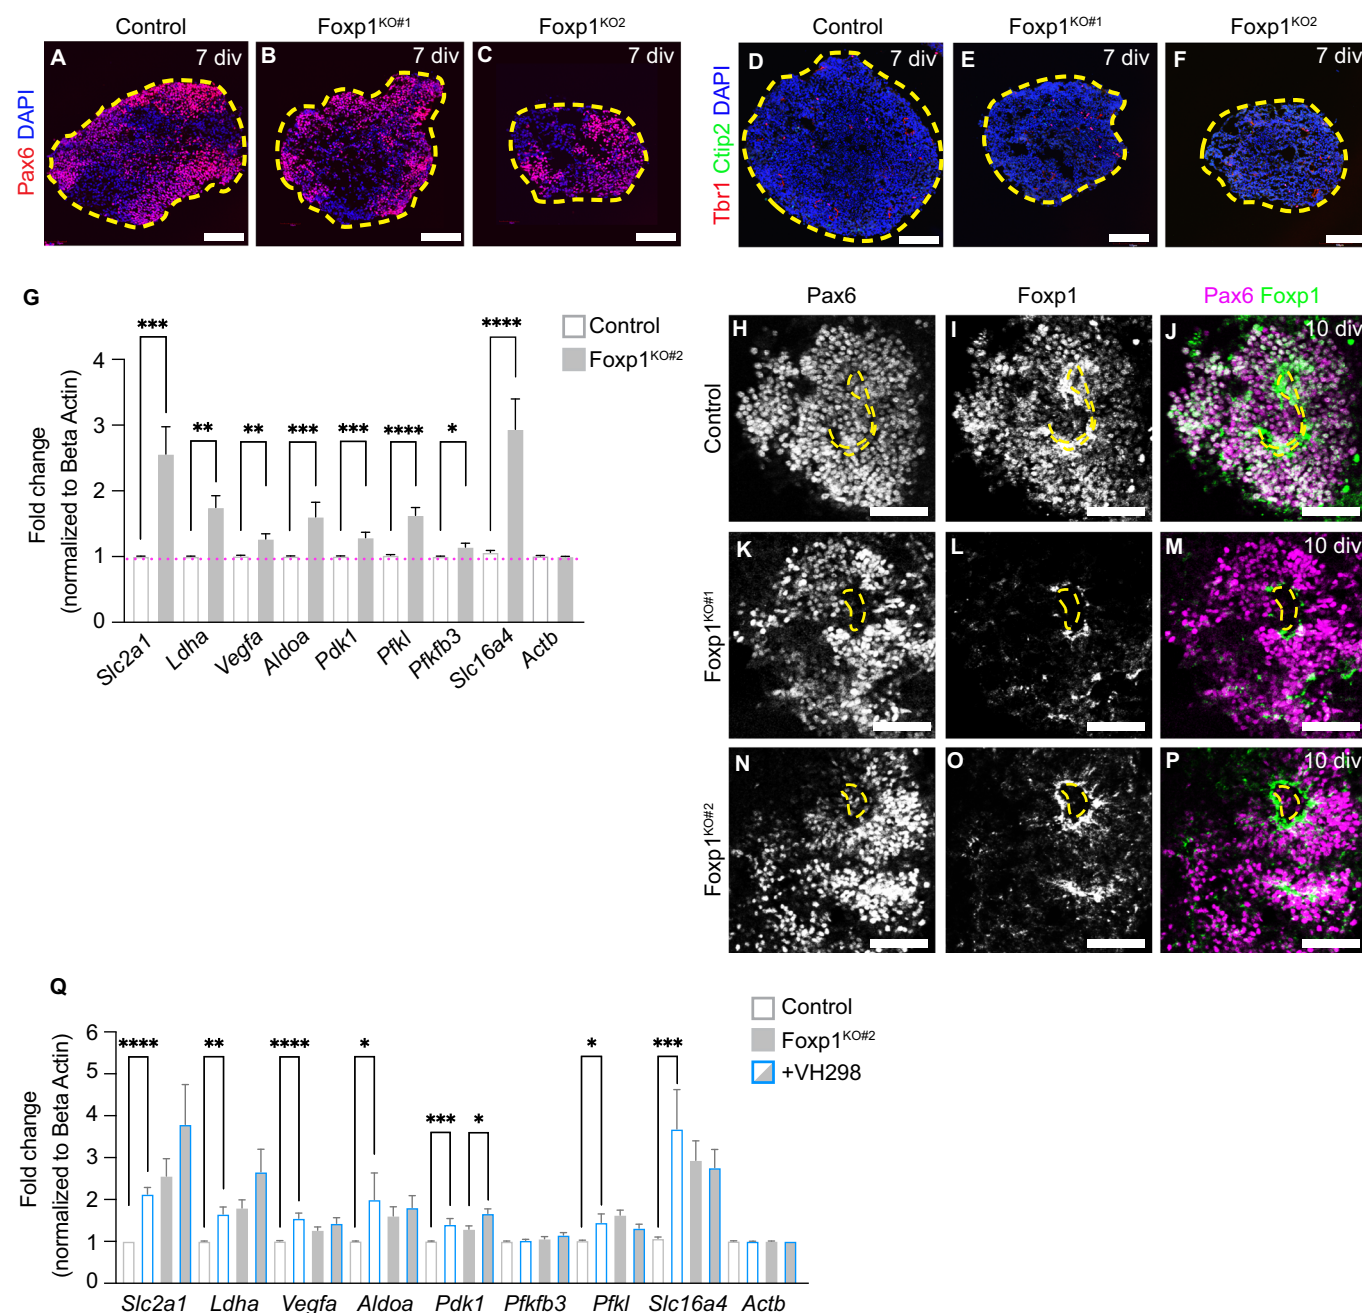

**Figure EV4. Analysis of Foxp1-deficient cortical spheroids.**

(A–C) IHC for Pax6 in control and Foxp1<sup>KO</sup> spheroids at 7 days in vitro (div). (D–F) IHC for Ctip2 and Tbr1<sup>+</sup> neurons in control and Foxp1<sup>KO</sup> spheroids at 7 div. (G) qPCR analysis of HIF-1α target gene expression in control and Foxp1<sup>KO#2</sup> spheroids at 10 div. (H–P) IHC for Foxp1 in Pax6<sup>+</sup> NPCs in control and Foxp1<sup>KO</sup> spheroids at 10 div. (Q) qPCR analysis of HIF-1α target gene expression in control and Foxp1<sup>KO#2</sup> spheroids at 10 div. treated with DMSO or VH298. Scale bars 100 μm (A–F), 50 μm (H–P). Data information: *N* = 10–12 spheroids from 3 individual batches. *p* = 0.0007 (*Slc2a1*), 0.0108 (*Ldha*), 0.0031 (*Vegfa*), 0.0009 (*Aldoa*), 0.0002 (*Pdk1*), 0.0002 (*Pfkfb3*), 0.0226 (*Pfkfb3*), <0.0001 (*Slc16a4*). Student's *t*-test (G). *p* = <0.0001 (*Slc2a1*, control), 0.0013 (*Ldha*, control), <0.0001 (*Vegfa*, control), 0.0179 (*Aldoa*, control), 0.0002 (*Pdk1*, control), 0.0312 (*Pdk1*, Foxp1<sup>KO#2</sup>), 0.0201 (*Pfkfb3*, control), 0.0003 (*Slc16a4*, control). Student's *t*-test (Q). All data represented as mean ± SEM.

How the deposited data were processed for this re-analysis (not part of the article)

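The deposited data are bulk RNA-Seq of E12.5 lateral cortex from 6 female embryos, 4 Cre-negative controls and 2 labelled Foxp1cKO. The authors prepared stranded libraries, aligned the paired-end reads to mm10 with STAR, counted reads on genes with HTSeq in union mode, and removed genes with low counts. The deposited count table holds whole counts of 17068 genes without normalization. The authors also deposited VST values of the same table, which are on a log2-like scale and equal DESeq2's blind VST of the counts to within 1e-10. Conditions and replicate numbers were taken from the sample labels alone. The litter, which the authors held in their DESeq2 model, was not used here.

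Counts were analysed in R 4.3.3. The test of each gene was edgeR 4.0.16's quasi-likelihood test with TMM normalization, a model of group alone, all 17068 genes, Benjamini-Hochberg adjustment and an adjusted p-value under 0.05. Gene lists written before the data were examined were tested with camera from limma 3.58.1 on the edgeR fit, with an inter-gene correlation of 0.01, adjusted over 10 lists, each with at least 5 genes in the table. Log2 CPM values used a prior count of 2. List medians were also placed among 10000 random lists of the same size, drawn within 20 bins of mean expression. Principal components came from prcomp on the deposited VST values, centred and not scaled. DESeq2 1.42.0, limma with a trend on the VST values, and 1 surrogate variable from sva 3.50.0 were used as alternatives. Gene positions, lengths and GC content came from GENCODE M21, which uses the assembly of mm10 but is another annotation release than the authors', and 21 identifiers were not found in it.

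Totals ran from 50076008 to 78346979 counts per library, and a floor of 3 counts is 0.0383 to 0.0599 CPM. Floors and standard errors of counting cover counting error only, since reads amplified by PCR are not independent molecules. Between pairs of controls, the chi-square statistic per gene was 25.9 to 193, and between the libraries labelled Foxp1cKO it was 31.4, so the spread between replicates was far above counting error in each pair. With 4 libraries against 2, exact permutation tests of single values cannot pass 0.05, so none was used for a comparison of the groups.

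Foxp1 was not lower in the libraries labelled Foxp1cKO, so groups are named by their labels throughout. The replicate block pairs libraries by the replicate numbers in the labels, which are shared for 1 and 2 although the embryos differ. Controls 3 and 4 share no number with the other group, so they add nothing to the group effect with that block. The differences between libraries 1 and 2 of each group correlated at -0.117, so the crossed pairing was added after the data were examined.

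Genes named in the text were set by a rule before the data were examined. They are Foxp1 and Hif1a, the genes named in the paper's RNA-Seq text, Fig. 1C, Fig. EV1A and its qPCR list, the members of 7 short families, the first 10 genes of Tables EV1 and EV2, and the 10 largest changes in each direction. A largest change had to pass the threshold, separate both libraries labelled Foxp1cKO from all controls, and have a mean of at least 10 counts. Of the named genes, 84 were in the table and 10 were not. Some genes under this rule are not reported here. Xist was set beforehand as a check of sex. Any other gene whose value is given outside this rule is marked as chosen after its values were seen.

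Alternatives set before the data were examined were DESeq2, limma, DESeq2's size factors, total counts, filters on low counts, each library left out in turn, the replicate block, 1 surrogate variable, other settings of the list test and other settings of the principal components. The crossed pairing, a robust form of edgeR's fit, and DESeq2 with a 2-level covariate were added afterwards. The gene tests of edgeR, DESeq2 and limma with the group alone were tried on simulated data with 17068 genes, in 4 libraries against 2. Of these genes 200 were changed, 100 by 2 and 100 by 1 on the log2 scale. There edgeR called 150 genes, 137 of them changed and 65 of them lower, DESeq2 called 227 with 156 changed, and limma called 157 with 142 changed. Among 10 simulated lists of 30 genes, the list shifted by 0.5 was called by camera and 0 of the other 9 were. The simulated genes were drawn independently, so this does not test the inter-gene correlation set for camera. The shift was also larger than the medians of the lists that were lower here. The paper's disease categories and its term enrichments were not repeated, and in situ hybridization, immunostaining, qPCR and western blots were not analysed here.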

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

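Genes and lists in this part were singled out by rules set before the data were examined, and the test cited for library size was chosen after the result was seen. Where a single control stood far from the other 3, the gap to its nearest neighbour was divided by the range of the 4 controls and compared with Dixon's critical value for 4 samples. The gap exceeded it for 10 of 95 results (named genes, lists and total counts), where chance gives 4.75, and the genes are not independent of each other.

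Control 4 was the one apart in 7 of the 10. It was the highest control for Aldoa (ratio 0.842, log2 CPM 7.56, 7.54, 7.49 and 7.92 in controls 1 to 4), Ccne2 (0.830, 5.08, 5.03, 4.99 and 5.56), Gm21887 (0.882, 2.05, 2.09, 2.04 and 2.50) and Depp1 (0.894, -0.15, -0.23, -0.18 and 0.56). It was the lowest for Il31ra (0.973, 6.93, 6.92, 6.93 and 6.41), Actb (0.847, 10.80, 10.86, 10.82 and 10.45) and Wnt7b (0.937, 7.36, 7.33, 7.34 and 6.88). The other 3 genes set another control apart. They were Vegfa (0.907, 6.15, 6.02, 6.16 and 6.16), where control 2 was low by far less than the change between the groups, Slc2a12 (0.840, 0.37, 0.61, -0.93 and 0.36), where control 3 was low, and Slc16a7 (0.929, 3.54, 3.83, 3.81 and 3.82), where control 1 was low.

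Library size was weighed for control 4, which has the largest total. Across the 6 libraries, PC1, on which control 4 is at one end, had an r of -0.183 with the total count, so library size does not account for that position. A few genes taking most of the counts is ruled out by shares of 3.45% to 3.798% for the 10 highest genes. The tissue content of the dissection may contribute: PC1 computed without those genes followed the neuron differentiation list with an r of 0.936, and control 4 had the lowest level of that list. The relation rests on controls 3 and 4. The sample labels give no condition that sets control 4 apart. The litter is a condition of the paper's model, and the 2-level covariate that returned Tables EV1 and EV2 (median absolute difference 4.18e-07) puts control 4 with both libraries labelled Foxp1cKO, apart from controls 1 to 3. Of the 30 partitions fitted, the next best had a median absolute difference of 0.168, so this division stands out among them. It was found through the paper's values and is not known from the labels to be the litter. No biological explanation was therefore tested on its own.

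Past the threshold, 5 genes lie outside the paper's tables, figures and text. They are Tnfrsf9 (log2 fold change 2.68), Gm9869 (2.53), AI661453 (2.26), Adgrl4 (1.05) and Ero1l (0.66), all higher in both libraries labelled Foxp1cKO than in all controls. The names AI661453, Adgrl4 and Ero1l were chosen after their values were seen. Tnfrsf9 had 12, 21, 14 and 13 counts in the controls and 68 and 114 in the libraries labelled Foxp1cKO, and Gm9869 had 8, 12, 10 and 11 against 36 and 77, so both rest on few counts. Gm9869 is annotated as antisense, and its counts are uncertain because the paper's text does not name the strand setting of the counting. Ero1l is in the list of HIF-1 targets, whose median was 0.89 after GC content and length were fitted, against 0.92 before. Immediate early genes rose too (0.52), which does not show that a response during dissection raised that list or Ero1l. For Adgrl4, 14 pan-endothelial genes had a median of 0.068, and differed from controls 1 to 4 by -0.31, 0.31, 0.32 and 0.14, so more endothelial cells than in controls 2 to 4 may be a part of the rise, but these differences are smaller than its change of 1.05. For AI661453 and Tnfrsf9 no explanation of their own was tested.

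A list of 10 erythroid genes, which the paper does not discuss, had a median log2 fold change of 1.06 in the libraries labelled Foxp1cKO, with 9 of 10 genes higher (adjusted p = 8.9e-05 from camera on the edgeR fit with Benjamini-Hochberg adjustment over 10 further lists). Against controls 1, 2, 3 and 4 the median difference was 1.28, 1.75, 1.77 and -0.033. The libraries labelled Foxp1cKO lay on either side of control 4 in the list's mean, so the list does not separate the groups. Its mean log2 CPM was 6.67 in control 4 and 6.63 and 6.75 in the libraries labelled Foxp1cKO, while the mean of the HIF-1 targets was 4.09 in control 4, against 4.84 and 5.11. The level of erythroid genes therefore does not follow the group, and no test of blood content other than this list was made.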

How the results depend on the processing

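Alternatives were set before the data were examined, except the crossed pairing, the robust fit and the 2-level covariate, which were chosen after the data were seen. The lists of glycolysis and HIF-1 targets kept their direction and stayed past the threshold in every alternative set beforehand that tested them, with medians of 0.61 to 1.05 and 0.55 to 1.03 and an adjusted p of at most 0.0189 (camera on the edgeR fit with the estimated inter-gene correlation). They were not tested with the surrogate variable. Wnt ligand genes past the threshold over all genes stayed at 0 in these alternatives, some of which called few genes or none. In the edgeR test 1 Wnt ligand gene had an unadjusted p-value under 0.05. Foxp1 was higher, not lower, in the libraries labelled Foxp1cKO under each normalization. Fits without a library labelled Foxp1cKO leave 1 library in that group and gave values without a test, and genes removed by the filter of 10 counts in every library, Ddn among them, have no value there. Where a result changed, the cause was not tested.

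The number of genes past the threshold was 26 with edgeR, all higher, and between 24 and 27 with limma, other normalizations and filters. DESeq2 gave 507 genes, 310 higher and 197 lower, with 236 higher and 43 lower by more than 0.5. With 1 surrogate variable, the numbers were 189, 151 and 38, with 122 and 17 beyond 0.5, and 26 of the 26 were among them. When each control was left out in turn, 2 to 96 genes passed, 2 to 83 higher and 0 to 13 lower, with 2 to 83 higher and 0 to 11 lower by more than 0.5. Without control 2, 1 of the 26 remained, and without control 4, 25 did, so the number depends on which control is left out. The robust fit gave 23 genes, all among the 26. At an unadjusted p-value under 0.05, 1398 to 3252 genes passed in the fits that left out a control.

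With the replicate block, 0 genes passed, 0 of them higher and 0 of them higher by more than 0.5, while 3027 had an unadjusted p-value under 0.05. The block left the list medians at 1.02 for glycolysis and 0.93 for HIF-1 targets, took neuron differentiation past the threshold at -0.051, and reversed Camk2b (-0.016), Slc2a12 (-0.12), Grin3a (0.35) and Wnt4 (-0.12). The crossed pairing gave 1301 genes, 842 higher and 459 lower, with 582 and 175 beyond 0.5. The correlation of paired deviations was -0.117 with the numbers as labelled and 0.117 with the numbers crossed.

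Across the fits that each left out 1 library, medians ran from 0.80 to 1.10 for glycolysis, 0.73 to 1.09 for HIF-1 targets, -0.17 to -0.079 for the pentose phosphate pathway, -0.25 to -0.076 for DNA replication, -0.19 to -0.0044 for G2/M and mitosis, and -0.26 to -0.11 for the mitochondrial respiratory chain. For angiogenic factors the medians ran from 0.099 without control 2 to 0.23 without control 4, and for RNA metabolism from -0.26 to -0.15. The medians changed sign for neuron differentiation (-0.13 to 0.038) and for synapse (-0.0062 to 0.34). Neuron differentiation passed the threshold as higher without control 3 and as lower without control 4, the pentose phosphate pathway passed it without control 3 (-0.17), and DNA replication and G2/M were not past it without control 4. Single genes that changed sign in these fits were Hif1a (-0.024 to 0.12), Slc16a4 (-0.014 to 0.71), Aldh1l1 (-0.72 to 0.066), Slc2a8 (-0.24 to 0.055), Wnt3 (-0.16 to 0.72), Wnt9a (-1.66 to 0.28), Mctp1 (-0.025 to 0.81), Gm29683 (-1.60 to 2.10), Camk2b (-0.18 to 0.32), Ccne2 (-0.22 to 0.0063), Slc2a10 (-0.059 to 0.13), Slc2a12 (-0.084 to 0.39), Slc16a1 (-0.15 to 0.21), Grin2d (-0.52 to 0.50), Grin3a (-0.30 to 0.35), Wnt4 (-0.053 to 0.50), Wnt8b (-5.13 to 0.46) and Fam19a1 (-1.29 to 0.084).

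With the inter-gene correlation estimated from the data, DNA replication (-0.18), G2/M and mitosis (-0.095), RNA metabolism (-0.20), the mitochondrial respiratory chain (-0.17) and synapse (0.11) no longer passed the threshold, while glycolysis, HIF-1 targets and angiogenic factors did. Among random lists of the same size and expression, angiogenic factors at percentile 97.3 and G2/M and mitosis at 3.36 no longer passed, and neuron differentiation, at 51.2, was on the other side of the middle from its median. Without the genes of Fig. 1C and Tables EV1 and EV2, angiogenic factors reversed to -0.013. With limma, the pentose phosphate pathway passed the threshold at -0.10 and Grin3a reversed to 0.064, as it did with 1 surrogate variable (0.045).

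The 2-level covariate was picked from 30 partitions of the libraries by its match with the paper's tables. DESeq2 with it gave 506 genes at an alpha of 0.05 (356 higher, 150 lower, 317 and 74 beyond 0.5) and 514 at its default alpha of 0.1 (350, 164, 308 and 80). It brought the correlation with Tables EV1 and EV2 to 1. It reversed Hif1a (-0.031), Actb (0.21), Aldh1l1 (1.45), Pfkm (0.095), Slc2a8 (0.23), Slc2a13 (-0.044), Slc16a1 (-0.41), P4ha3 (0.099), Grin3a (0.76), Wnt5b (-0.18), Wnt7b (0.073) and Fam19a1 (3.07). The median change of all genes moved by at most 0.0252 in any of these settings.

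The share of variance on PC1 was 36.9% with the 500 most variable genes, 34.9% with scaled values and 31.6% with log2 CPM, against 39.96%. Over all alternatives, 200 results of comparisons were the same, 49 moved, 4 passed the threshold anew, 9 no longer did and 4 reversed, and for single genes 1054 were the same, 79 passed the threshold anew, 64 no longer did, 25 moved and 32 reversed. Depth limits Slc16a4, Gm9869 and Tnfrsf9, whose control libraries hold 8 to 43 counts each.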

Differences from the paper's values

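Of the settings cited in this part, DESeq2 with a 2-level covariate and the crossed pairing were chosen after the result was seen. Values marked as the paper's are from its text, its Tables EV1 and EV2, or, where marked, Fig. 1C read by eye. In all, 37 of 53 compared genes differed, 26 of 38 from the tables and 11 of 15 from Fig. 1C. A log2 fold change is taken to differ where its sign is another or the gap is larger than the SD between replicates, and a number of genes where one is more than 1.5 times the other; a gap is called closed where neither holds. This rule leaves out the error of the log2 fold change and of reading a figure by eye, so some counted gaps lie within these errors. Examples are Kcne3 (2.58 in the paper, 2.75 here, standard error 0.189) and Igf1r (about 0.45 in the figure, 0.40 here, standard error 0.0705). The paper's model held the litter, which was not used here.

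The paper's number of genes past the threshold is 514, against 26 here. Of the 12 alternatives set before the data were examined that give a number, DESeq2 alone, with 507, was within that limit. For genes higher by more than 0.5 the paper's number is 307, against 26 here, and again DESeq2 alone, with 236, was within it. For genes lower by more than 0.5 the paper's number is 80, against 0 here, where 216 had an unadjusted p-value under 0.05, and none of the 12 closed the gap. DESeq2 with a 2-level covariate, chosen after seeing the values from 30 partitions of the libraries by its match with Tables EV1 and EV2, gave 514, 308 and 80 genes. That setting also gave the paper's log2 fold change for all 157 matched genes of the tables, with a median absolute difference of 4.2e-07, so it reaches every value of Tables EV1 and EV2 listed in this part.

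In Table EV1, no alternative set before the data were examined closed the gap for Ddn (the paper's 6.66, here 3.90), Gm29683 (the paper's 5.55, here 1.23), Fam19a1 (the paper's 3.07, here -0.50), Mctp1 (the paper's 2.52, here 0.37), Depp1 (the paper's 1.99, here 2.50), Pfkp (the paper's 1.79, here 1.02), Grin1 (the paper's 1.57, here 0.54), Grin2b (the paper's 1.52, here 0.26), Aldh1l1 (the paper's 1.45, here -0.26) and Camk2b (the paper's 1.44, here 0.089). For the others of that table, some of these alternatives closed it and the rest did not. F630040K05Rik was 3.99 in the paper and 4.69 here, and 4.50 without control 1. Rasgef1a was 3.27 in the paper and 1.58 here, and 2.27 without library 1 labelled Foxp1cKO. Kcne3 was 2.58 in the paper and 2.75 here, and 2.69, 2.72 and 2.65 without control 2, control 3 or library 1 labelled Foxp1cKO. Angpt2 was 2.38 in the paper and 2.76 here, and 2.69, 2.63 and 2.53 without control 1, control 2 or library 1 labelled Foxp1cKO. Bnip3 was 2.22 in the paper and 2.53 here, and 2.38 with limma and 2.44 and 2.36 without control 3 or library 2 labelled Foxp1cKO. Slc16a3 was 2.15 in the paper and 2.89 here, and 2.63 with limma and 2.49 without library 2 labelled Foxp1cKO. Pdk1 was 1.76 in the paper and 2.16 here, and 2.03 without control 3 and without library 2 labelled Foxp1cKO. Pfkfb3 was 1.51 in the paper and 1.12 here, and 1.14 with total counts and 1.15, 1.19 and 1.49 without control 2, control 3 or library 1 labelled Foxp1cKO.

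In Table EV2, no alternative set before the data were examined closed the gap for Il31ra (the paper's -0.92, here -1.35) or Snapc5 (the paper's -0.88, here -0.67). Some closed it for the others, and the rest did not. Txnip was -1.73 in the paper and -2.45 here, and -2.11 with limma. C030037D09Rik was -1.68 in the paper and -0.92 here, and -1.15 without control 2. AA465934 was -1.66 in the paper and -0.96 here, and -1.19 without control 2. 9930014A18Rik was -1.11 in the paper and -0.65 here, and -0.77 without control 3. Ccne1 was -1.10 in the paper and -0.79 here, and -0.84, -0.92 and -0.90 without control 2, control 3 or library 1 labelled Foxp1cKO. Gm15564 was -0.83 in the paper and -1.13 here, and -0.97 with limma.

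In Fig. 1C, read by eye, the paper's values were about 1.4 for Slc2a3, about 1.3 for Aldoa, about 1.0 for Pgm2 and about 0.85 for Hk1, against 1.17, 1.59, -0.090 and 0.53 here, and no alternative set before the data were examined closed these gaps. In Fig. 1C Pfkl was about 1.1, against 1.29 here, and 1.21 without control 3 and without library 2 labelled Foxp1cKO. In Fig. 1C Ldha was about 0.9, against 1.36 here, and 1.19 and 1.23 without control 3 or library 2 labelled Foxp1cKO. Tpi1 in Fig. 1C was about 0.85, against 1.21 here, and 1.06 and 1.05 without the same libraries. In Fig. 1C Pgk1 was about 0.75, against 1.16 here, and 1.04 and 0.96 without the same libraries. In Fig. 1C Slc16a4 was about 0.9, against 0.41 here, and 0.64 and 0.71 without control 2 or library 1 labelled Foxp1cKO. Loxl2 in Fig. 1C was about 1.0, against 1.47 here, and 1.22 with limma. In Fig. 1C Igf1r was about 0.45, against 0.40 here, and the gap was closed, at 0.40 to 0.42, by DESeq2, DESeq2's size factors, total counts, genes with at least 10 counts in every library, the replicate block, and leaving out control 3 or library 1 labelled Foxp1cKO. For each of these genes, the alternatives not named left the difference. With the 2-level covariate, chosen after seeing the values, Slc2a3 was 1.36, Aldoa 1.33, Pfkl 1.08, Ldha 0.90, Tpi1 0.85 and Pgk1 0.75. Slc16a4 was 0.90, Loxl2 1.01, Igf1r 0.47 and Hk1 0.87, and Pgm2 was -0.076. The Pgm2 of the figure may be Pgm1, of which it is an older symbol, so its gap may set a different gene beside the paper's. Pgm1, chosen after its values were seen, was 0.99 with that covariate.

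The paper gives neuron differentiation among the processes overrepresented in Foxp1cKO cortices, and here the list had a median of -0.042 and was not past the threshold with all libraries and the group alone. It passed as higher without control 3 (0.038), and as lower without control 4 (-0.13) and with the replicate block (-0.051). Against control 4 alone its median difference was 0.52, which is the paper's direction. With the 2-level covariate the group effect rests on that comparison, but no list was tested with it. Synapses are among the paper's compartments of higher genes, and here the synapse list was higher by 0.11 with 0 genes past the threshold and 2 at an unadjusted p-value under 0.05. Its median difference from control 4 alone was 0.68. The paper places the cyclin E1-CDK2 complex among the top compartments of lower genes, and here Cdk2 changed by -0.21 and neither it nor Ccne1 passed the threshold. DNA replication, mitosis and RNA metabolism are terms of the paper's lower genes, and here, in the model of group alone, these lists were lower without any gene past the threshold over all genes, with 1, 1 and 18 genes at an unadjusted p-value under 0.05. Some genes of each list are in Table EV2, whose values the 2-level covariate returned. The paper names Ldha and Slc2a1 as upregulated, and here both were higher without passing the threshold of edgeR's test.

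Some settings called genes that the paper calls and edgeR's test here did not. Of the 157 genes of Tables EV1 and EV2, DESeq2 without a covariate called 61, the model with 1 surrogate variable 42, edgeR as used here 17 and the replicate block 0. DESeq2 called Ldha, Slc2a1, Il31ra, Ccne1, Pfkfb3, Pfkp, Tpi1, Pgk1, Egln3, Loxl2, Cdkn1a, Egln1, Igf1r, Slc16a3, Ddn, Gm21887, Txnip, 1600010M07Rik, Snapc5 and Gm15564 among the genes named here. The surrogate variable called all of these except Pfkfb3, Ddn, Gm21887, 1600010M07Rik and Snapc5. Without control 4, edgeR called Ldha, Il31ra, Tpi1, Pgk1, Egln3, Loxl2, Slc16a3, Txnip and Gm15564, without control 3 it called Egln3, and limma called Slc16a3. The crossed pairing, also added after seeing the data, gave 1301 genes.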

Other observations

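The tests of library size, of a mislabelled sample and of an older gene symbol were chosen after the result was seen. The others were chosen before the value they measure was computed, although the tests of the 2-level covariate and of the summed count of Rps3a1 and Rps3a2 were chosen after the data were first examined. Every explanation in this part was tested on the data in which its pattern was found.

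The largest axis of variation separated the controls from each other. PC1, computed without the genes of the list, followed the neuron differentiation list across the 6 libraries with a Pearson r of 0.936 (exact permutation p = 0.0208, adjusted 0.0521 over 3 relations) and a Spearman rho of 0.8286 (exact permutation p = 0.0583). Without the 2 libraries farthest from the median, r was 0.481, so the relation rests on them. It followed the ventral telencephalon list with an r of 0.864 (exact permutation p = 0.0347, adjusted 0.0521) and a rho of 0.771 (exact permutation p = 0.103), and r was 0.718 without the 2 farthest libraries. Its r with the total count was -0.183 (exact permutation p = 0.754) and its rho -0.314 (exact permutation p = 0.564), and r was 0.526 without the 2 farthest libraries. Across genes, which are not independent replicates, the PC1 loadings had a rho of 0.164 with exon length and of 0.0759 with GC content, too low for either bias to carry the axis. The dissected share of neurons or of ventral tissue may therefore differ between embryos, and these explanations cannot be told apart from each other. No relation passed the adjustment over the 3, and none was recomputed within a group, since neither group holds enough libraries.

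Among the 15 splits of the 6 libraries into 4 and 2, 1 gave as many genes past the threshold as the labelled groups, which is the labelled split itself. Of these splits, 4 part both pairs of same-numbered libraries, as the labelled split does, and 1 of the 4 gave as many. The largest number in another split was 2 genes, against 26 in the labelled one, and 11 other splits gave 0, with 110 to 2160 genes at an unadjusted p-value under 0.05. The split that sets controls 1 and 4 apart gave 1 gene, with 2501 at an unadjusted p-value under 0.05, more than the 2224 of the labelled split. With 15 splits a share under 0.05 is not possible whatever the data, so this count does not test a division by chance.

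The rise of HIF-1 targets was weighed against other explanations. After a fit on GC content and exon length was subtracted, the list median was 0.89, against 0.92 before, so these biases do not account for the rise. With every library thinned to 50076008 counts it was 0.90, with 23 genes past the threshold, but the values were already normalized for the totals, so thinning could hardly move the median and shows little. Immediate early genes, which respond to handling, had a median of 0.52 with 9 of 12 higher (adjusted p = 0.00105 from camera on the edgeR fit with Benjamini-Hochberg adjustment over 10 further lists), and differed from single controls by 0.21, 0.35, 0.39 and 0.47. The immediate early genes passed the limit of 0.5 set beforehand by little. Their mean log2 CPM was 2.05, 2.02, 2.00 and 1.77 in controls 1 to 4 and 2.19 and 2.68 in the libraries labelled Foxp1cKO, while that of the HIF-1 targets was 4.06, 3.98, 3.87 and 4.09 against 4.84 and 5.11. Control 4 thus had the lowest level of immediate early genes and the highest level of HIF-1 targets among the controls. The rise of one list does not show that handling raised the other, and a response to handling was not tested in another way.

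Esm1, Angpt2 and Flt1, genes of endothelial tip cells, rose by more than 1 on the log2 scale, while 14 pan-endothelial genes had a median of 0.068, 9 of them higher (adjusted p = 0.285 from camera on the edgeR fit), and differed from controls 1 to 4 by -0.31, 0.31, 0.32 and 0.14. More endothelial cells than in controls 2 to 4 may therefore contribute, but the differences are smaller than the rise of the tip cell genes.

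Genes within 10 Mb of Emx1 or Foxp1 were compared with all other genes, since DNA flanking a targeted locus can differ between genotypes. By DESeq2, 5 of 193 (2.59%) passed the threshold in these flanks and 2.97% did elsewhere (Fisher's exact test, two-sided, p = 1). Flanking DNA therefore does not show as an excess of called genes.

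Neuronal genes of Table EV1 such as Grin1, Grin2b and Camk2b did not pass the threshold in the model of group alone. Each of the 30 partitions of the libraries that leave the group estimable was added to DESeq2's model as a 2-level covariate, and the median absolute difference from Tables EV1 and EV2 was 4.18e-07 in the best and 0.168 in the next. Among the 30, 1 was under 0.05. The best sets controls 1, 2 and 3 against control 4 and both libraries labelled Foxp1cKO, and several settings of alpha and independent filtering were tried with it. In a model with that covariate, the group effect rests on the comparison of both libraries labelled Foxp1cKO with control 4 alone. With it, r with the tables was 1, 157 of 157 genes passed the threshold, and 514, 308 and 80 genes were past the threshold, higher and lower by more than 0.5, against the paper's 514, 307 and 80. Leaving this covariate out of DESeq2's model therefore accounts for the differences from the log2 fold changes of Tables EV1 and EV2. The partition was found through the paper's own values, and results at a claim that rest on it are marked there as chosen after the data were seen. Its match, 4.18e-07 against 0.168 for the next, argues that it is the division the paper's model held as litter. The labels do not name the litters. Controls 1 to 3 lie on the other side of this division from both libraries labelled Foxp1cKO. The model of group alone therefore mixes the group with it.

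Foxp1 was not lower in the libraries labelled Foxp1cKO, with a log2 fold change of 0.24 for the whole gene. The deviations of these libraries from the mean of all 6 correlated with each other at 0.106 across genes, and the highest correlation of either with a control was -0.138. The libraries are thus nearer to each other than to any control, but the value is not distinctive, since controls 1 and 4 correlated at 0.121 and controls 2 and 3 at 0.123. Foxp1 was not lower in either library, which a single mislabelled sample would not explain. Reads from exons kept after the deletion may hold the count up, but a gene count does not separate exons, so the data leave this open.

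Rps3a1 and the processed pseudogene Rps3a2, chosen after their values were seen, moved in opposite directions, by -0.51 and 2.19. Their summed count changed by -0.48, which follows Rps3a1, since it had 374 and 262 CPM in the 2 groups, against 1.58 and 7.17 CPM for Rps3a2. An exchange of reads therefore does not account for the fall of Rps3a1, while the rise of Rps3a2 may come from reads of Rps3a1 and is uncertain.

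Fig. 1C gives Pgm2 as higher, while its change here was -0.090 and that of Pgm1, chosen after its values were seen, was 1.30. An older gene symbol is a candidate explanation, since RefSeq lists Pgm2 as an older symbol of Pgm1, which changed by 0.99 in the model with the 2-level covariate.

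Other lists of marker genes were examined without a prediction. The intermediate progenitor list had a median of -0.24, with 1 of 10 genes higher (adjusted p = 0.00105 from camera on the edgeR fit with Benjamini-Hochberg adjustment), and differed from single controls by -0.35, -0.44, -0.15 and -0.064. Medians were 0.024 for radial glia, -0.15 for mesenchyme and meninges, 0.19 for the ventral telencephalon, 0.20 for microglia, -0.73 for the medial pallium and hem, and 0.12 for Wnt targets, and none of these lists passed the threshold.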
